# Gene and allele-specific expression during electric organ ontogeny in African weakly electric fish (Campylomormyrus)

**DOI:** 10.1038/s42003-025-09503-9

**Published:** 2026-01-10

**Authors:** Feng Cheng, Alice B. Dennis, Linh Nguyen, Otto Baumann, Frank Kirschbaum, Marisol Domínguez, Ralph Tiedemann

**Keywords:** Evolutionary developmental biology, Molecular evolution, Evolutionary genetics

## Abstract

The African weakly electric fish use their muscle-derived electric organ to produce electric organ discharge (EOD) for electrocommunication and electrolocation. The EOD among species of the genus *Campylomormyrus* and cross-species hybrids is species-specific and varies during ontogeny. We compared the gene expression patterns and allele-specific expression between juvenile and adult in *C. compressirostris* (EOD duration 0.4 ms in both juveniles and adults), *C. rhynchophorus* (EOD duration 5 ms in juveniles and 40 ms in adults) and their hybrids (EOD duration 0.4 ms in juveniles and 4 ms in adults). By clustering the gene expression and EOD duration, we identified several candidate genes that might be involved in EOD development, i.e., *KCNJ2, CPNE7 and CADPS*. In the hybrids, the alleles from parental species show nearly equal expression at both juvenile and adult life stages. *KCNJ2* exhibits allelic dominance of the *C. rhynchophorus* allele, with further increasing expression during ontogeny. This suggests that the EOD development in hybrids could be related to the increasing allelic expression of the *C. rhynchophorus* allele. Our study sheds light on the evolution and ontogeny of the EOD in electric fishes and on the potential of hybridization to understand the molecular underpinning of complex phenotypic traits.

## Abstract (web summary)

Gene and allele-specific expression in the electric organ interpret the development of the electric signal in African weakly electric fish may relative to the expression an inward potassium channel gene *KCNJ2*.

## Introduction

Context-dependent differential gene expression throughout ontogeny contributes to the formation of complex phenotypes; hence, divergence in complex traits among closely related species may be understood by investigating differential gene expression during ontogeny. In addition, hybrids among such target species—should they be viable—can play an important role in understanding the emergence of complex phenotypes^1^. Experimental hybrids offer opportunities to study phenotypes that differ from traits in the purebred species^2,3^. One possible way to find the underlying genes of adaptive traits diverging among species is to detect allele-specific expression in hybrids, i.e., an imbalance between the expression levels of the alleles from the two respective parental species. Allele-specific expression has been identified in hybrids and polyploids of many animals and plants^4–8^. In the fish hybrid of *Megalobrama amblycephala* and *Culter alburnus*, the genome-wide transcriptional analysis revealed that the asymmetric expression of alleles could counteract the deleterious effects of the subgenomes (half genome from each parental species), and hence improve the adaptability of novel hybrids^9^.

The African weakly electric fishes (Mormyridae) possess a “magic trait” to produce and perceive electric signals^10^. Mormyrids use their electric organ to generate an electric organ discharge (EOD) for object sensing and electrocommunication in a social context, including mate choice. The EOD is typically species-specific and varies in shape and waveform, which is considered as a pre-zygotic isolation mechanism in mormyrids^10,11^. The EOD in mormyrids is a compound action potential from the simultaneously firing electrocytes. The depolarization and repolarization phases of an action potential are mediated by multiple, interacting, inward and outward ion currents^12–14^. In *Campylomormyrus*, the diverged EOD waveform might relate to the strength of potassium currents. The inwardly rectifying potassium channel *Kir2.1*, which is encoded by the gene *KCNJ2*, possibly regulates the action potential duration and exhibits significantly higher expression in species with elongated EOD^15^. In addition, the voltage-gated potassium channel gene *KCNA7A*, which mediates outward potassium currents, also potentially contributes to the EOD duration in weakly electric fish, as evidenced in the mormyrid genera *Gymnarchus* and *Brienomyrus*^16^.

The genetic background of EOD diversification has been studied in several genera, while their development is still unknown. The EOD does not only vary among different species, but also in different life stages in *Campylomormyrus*^17–19^. Early in ontogeny, they possess a larval electric organ in the deep lateral muscle, which is later reduced, while the persistent adult electric organ is located in the caudal peduncle. Developmental change in electrocytes includes cell growth, formation of papillae (in *C. rhynchophorus*, *C. numenius*, and hybrids *C. compressirostris* x *C. rhynchophorus*), and other structural aspects^17,19^. Previous investigations on the ontogeny of the EOD in the genus *Campylomormyrus* species showed that *C. compressirostris*, *C. tamandua*, *C. tshokwe*, and *C. rhynchophorus* share short-duration EODs in their early juvenile stage. In *C. compressirostris*, EOD stays consistent during development, while the other studied species undergo multiple alterations until they produce an adult EOD^18^. Developmental EOD variation was also found in other mormyrid species, e.g., *Mormyrops* and *Paramormyrops*^17^.

Successful breeding experiments have been performed in *Campylomormyrus* species as well as interspecific hybrids could be produced^18^, although such hybrids are rarely found in the natural habitat. Taking advantage of the experimental hybridization, we are able to observe the EOD variation in purebred species and hybrids during ontogeny. *Campylomormyrus* hybrids also start with similar short-duration juvenile EOD, and reach an adult EOD after several changes in juvenile stages. However, regarding the EOD the apomorphic feature (medium and long duration) is always dominant over the plesiomorphic (short duration) one. The adult EOD of hybrid *C. compressirostris* x *C. rhynchophorus* is similar to the EOD of 6 cm-sized juveniles of *C. rhynchophorus*^18^.

If the species-specific EOD contributes to the isolation mechanism for *Campylomormyrus*, it might be fixed among species. This study is trying to understand the molecular underpinning of EOD differences from a developmental perspective. Our objective is to address the role of hybridization-derived genetic architecture on the expression of complex phenotypes (here, EOD) by identifying genes contributing to EOD development during the ontogeny of parental species, as well as assessing allele-specific expression during hybrid development (Fig. 1). We sampled two life stages (juveniles around 7 cm body length and adults) from two F0 species and their F1 hybrid (Fig. 1a): *Campylomormyrus compressirostris* (*com*, 0.4 ms [“short”] biphasic juvenile and adult EOD, i.e., no change in EOD during ontogeny), *C. rhynchophorus* (*rhy*, 5 ms [“medium”] biphasic juvenile EOD, 40 ms [“long”] triphasic adult EOD,), and their hybrid *C. compressirostris* ♂ x *C. rhynchophorus* ♀ (*com* x *rhy*, 0.4 ms [“short”] biphasic juvenile EOD; 4 ms [“medium”] biphasic adult EOD).

**Fig. 1:**
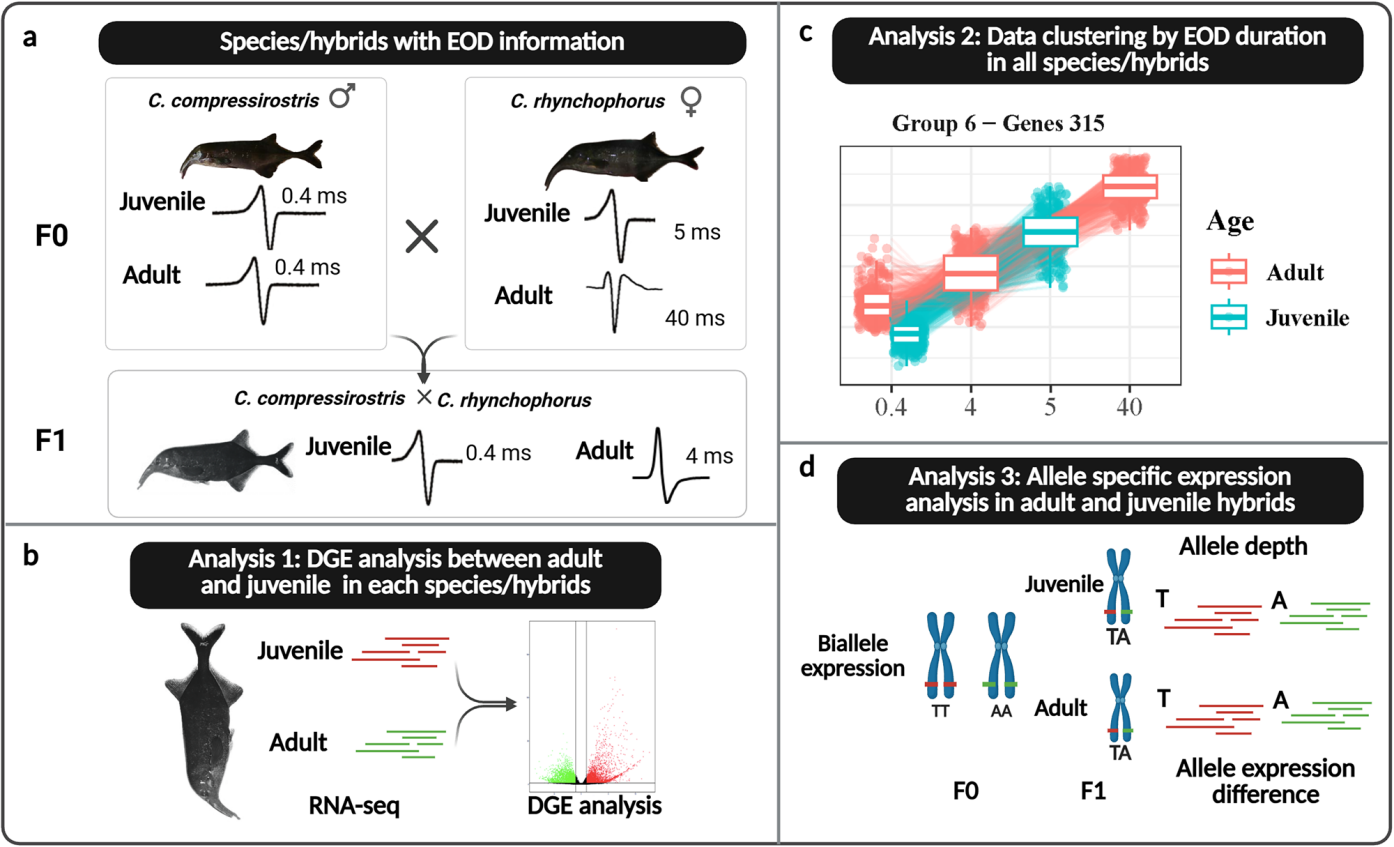
Electric organ discharge (EOD) of the studied *Campylomormyrus* species and hybrids, and working flow in this study. **a** Species/hybrids samples used in the study have EODs with different durations and shapes. **b** Differential gene expression (DGE) analysis between juveniles and adults for each species/hybrid. **c** RNA-seq data clustering by EOD duration in all species/hybrids. **d** Allele-specific expression analysis in adult and juvenile hybrids. Only homozygous bialleles in F0 were considered, and the allelic depth was counted to assess allele-specific expression in two life stages of hybrids.

## Results

The overall gene expression patterns from both juvenile and adult RNA-seq were analyzed by principal component analysis (PCA, Fig. 2a). This PCA plot supports a distribution pattern based on EOD duration in PC1, which explains 32% of the variation. 

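The juvenile samples of this experiment are electric organ RNA of 15 fish, 1 library per fish: 5 *com*, 5 *rhy* and 5 F1 hybrids of a *com* male and a *rhy* female. The adult fish of the same PCA were not analysed here. The sample labels give a length of 6 cm and the paper 6 to 7 cm, a stage at which the EOD lasts 0.4 ms in *com* and in the hybrids and 5 ms in *rhy* by the paper's results. Its discussion also gives a much shorter duration for juvenile *rhy* and a slightly longer one for some juvenile hybrids, which could not be matched to libraries. The authors extracted RNA with a fibrous tissue kit, captured poly(A) RNA, made strand-specific libraries, trimmed the paired-end reads with Trimmomatic and counted them with RSEM. Reads of all 3 groups were assigned to gene models of the *C. compressirostris* genome. The values analysed here are the expected counts of RSEM, which are not normalized and can hold fractions where a read fits more than 1 gene, and they were rounded to whole numbers. Of 34492 gene models, the 18489 with a count above 10 in at least 2 of the 15 libraries were tested, which is the filter stated in the paper. Library totals were 8346577 to 11549622 counts in *com*, 12502114 to 13927972 in *rhy* and 12973350 to 19259304 in the hybrids. Levels are given as CPM, which are counts per library total scaled by TMM, with mean ± SD. All pairwise contrasts come from a single fit of the 15 libraries in edgeR (quasi-likelihood test, Benjamini-Hochberg adjustment), with limits of an adjusted p under 0.05 and of a log2 fold change beyond 1 in either direction. The paper states this fold limit with a *P* value, and an adjusted *P* value for the test of EOD duration. In *com*, the most abundant gene took 3.63 to 19.3% of the counts, against 2.64 to 5.18% in *rhy*. Fish are named as in the sample labels, where comrhy marks a hybrid, and the labels name no sequencing batch, so none could be compared.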

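In the juveniles, the groups *com*, hybrid and *rhy* formed 3 separate clusters along PC1, in this order. The mean PC1 score was -79.0 ± 7.23 (SD, n = 5 fish) in *com*, -2.84 ± 4.37 (SD, n = 5) in the hybrids and 81.9 ± 6.85 (SD, n = 5) in *rhy*. The hybrids therefore lay at 0.474 of the distance from *com* to *rhy*, with an SD of 0.0271 between fish, although their EOD has the duration of *com*. PC1 held 38.8% of the variance of these 15 libraries and PC2 13.3%. On PC2 the hybrids stood at -49.8 ± 26.5 (SD, n = 5), apart from *com* at 25.7 ± 11.8 (SD, n = 5) and *rhy* at 24.0 ± 10.1 (SD, n = 5). The PC1 scores of *rhy* differed from those of *com* and hybrids together (two-sided exact permutation test, p = 0.000333, the smallest that 3003 assignments allow). *com* and hybrids differed as well (two-sided exact permutation test, p = 0.00794, the smallest that 252 assignments allow). The components were computed on log2 CPM with a prior count of 2 and the covariance between genes. The paper reads its PCA, which includes adults (Fig. 2a), as support for a distribution by EOD duration along PC1, and on this association it based the test for genes that follow EOD duration.

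**Figure D1:**
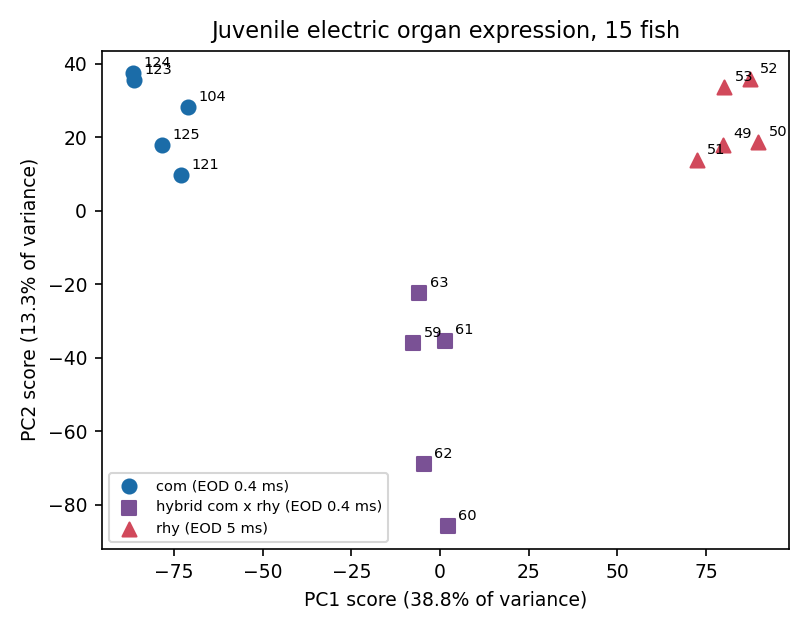
Scores of the 15 juvenile fish on PC1 (38.8% of the variance, horizontal axis) and PC2 (13.3%, vertical axis), 1 point per fish with its number. The 5 *com* fish lie to the left, the 5 *rhy* fish to the right and the 5 hybrids between them on PC1 and below both on PC2.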

The expression pattern from both adult and juvenile *com* samples was clustered together, corresponding with the EOD consistency during ontogeny in this species. In contrast, the adult EODs in the *rhy* and F1 hybrid exhibit shape variation and duration elongation compared with juvenile EODs, and there is a separation between juvenile and adult RNA-seq data in the PCA plot for these samples.

**Fig. 2:**
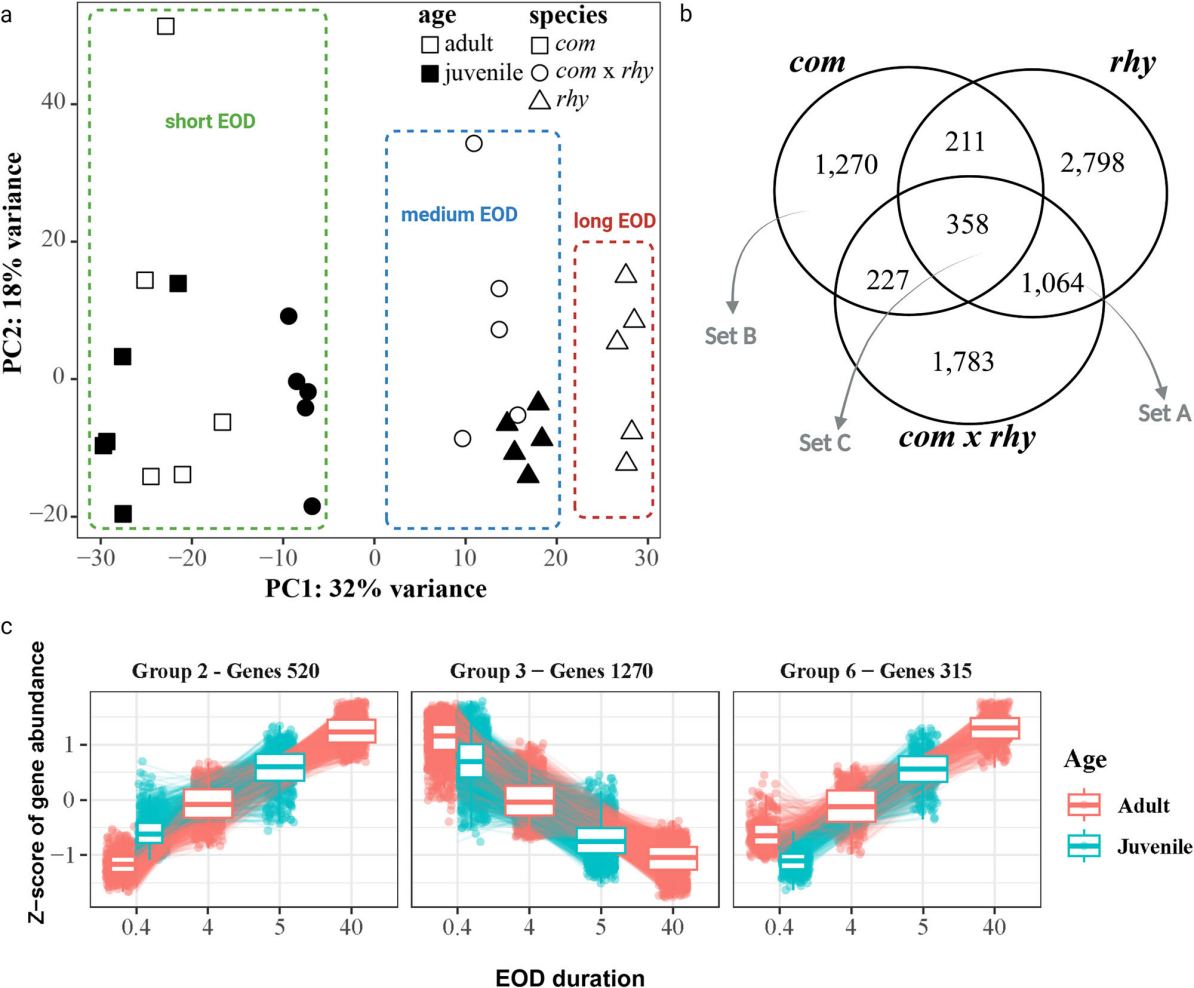
Gene expression analysis of the comparison between adult and juvenile species/hybrids, and data clustering by EOD duration. **a** Principal Component Analysis (PCA) of gene expression levels in all juvenile and adult species/hybrids. **b** Venn Diagram graph for differentially expressed genes (DEGs; |log2(fold change) | > 1; *P* < 0.05) between juvenile and adult shared among the three species/hybrids. **c** RNA-seq data clustered by EOD duration.

### Genes related to electric organ development during ontogeny

Since the PCA plot (Fig. 2a) exhibited clear association between EOD duration and overall gene expression during ontogeny, we performed a likelihood ratio test (LRT) implemented in DESeq2 to identify genes with significant associations between their expression and EOD duration^20^ (Fig. 1c). The LRT analysis ascertained 7094 genes that showed significant differential gene expression over the different EOD durations using a threshold of adjusted *P* value < 0.05. 

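Within the juveniles, 6609 of 18489 genes differed between the EOD durations of 5 ms (*rhy*) and 0.4 ms (*com* and hybrids together), 3159 with a higher and 3450 with a lower level at 5 ms. *NR4A1*, an orphan nuclear receptor that regulates transcription, was lower at 5 ms by a log2 fold change of -7.99 (SE 0.79, adjusted p = 4.03e-06), with every *rhy* fish below every other fish. *C10orf71* was lower by -1.73 (SE 0.18, adjusted p = 5.79e-06). *CD34*, which encodes a cell surface glycoprotein of progenitor and endothelial cells, was higher by 3.01 (SE 0.31, adjusted p = 5.79e-06). *SYNGR3*, a synaptic vesicle protein, was higher by 2.32 (SE 0.65, adjusted p = 0.0111). With no fold limit on the pairwise contrasts, the hybrids differed from *rhy* and not from *com* for 3393 of the 6609 genes (51.3%). For 675 genes they differed from *com* and not from *rhy*, and for 1138 from both, while 1403 (21.2%) passed neither contrast. The 6609 genes were picked on the same fish with the hybrids placed beside *com*. These shares are thus partly set by the choice and are no evidence that the hybrids follow EOD duration. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no fold limit, as the paper set none for this step. In these libraries the duration of 5 ms occurs in *rhy* alone, so that duration and species coincide.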

Using the degPatterns function, we received 14 groups of different gene expression patterns in adults and juveniles, relative to EOD duration (Supplementary Fig. 1). We focused on the groups which showed an increasing or decreasing pattern of gene expression, relative to EOD duration (Fig. 2c). Group 2 and 6 (520 and 315 genes, respectively) exhibited increasing patterns while group 3 (1270 genes) showed a decreasing pattern that relative to EOD duration.

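Genes that Supplementary Table 2 assigns to the increasing groups 2 and 6 were mostly higher, and those of the decreasing group 3 mostly lower, in juvenile *rhy* with the 5 ms EOD than in *com* and hybrids with the 0.4 ms EOD. Of 38 measured genes of groups 2 and 6, 24 were higher at 5 ms, 2 were lower and 12 did not pass (25 higher and 2 lower when adjusted over the list alone). *TYRP1*, an enzyme of melanin synthesis, reached 28.9 ± 10.4 CPM (SD, n = 5) in *rhy* against 0.675 ± 0.507 (SD, n = 5) in *com* and 3.01 ± 1.24 (SD, n = 5) in the hybrids. *SHC4*, an adaptor of receptor tyrosine kinases, had 17.4 ± 10.2 CPM (SD, n = 5) in *rhy*, 1.88 ± 0.873 (SD, n = 5) in *com* and 1.02 ± 0.332 (SD, n = 5) in the hybrids. *GPR39*, a zinc-sensing receptor, had 5.33 ± 2.64 CPM (SD, n = 5) in *rhy*, a level 120.6 times that of *com* (95% counting interval 33.1 to 999), where 2 counts were found over all 5 fish. Both lower genes, *EPB41L3A* at -2.99 (SE 0.97, adjusted p = 0.0241) and *DBN1* at -0.49 (SE 0.17, adjusted p = 0.0377), bind the actin cytoskeleton and were chosen after their values were seen. Neither call was left without rhy50, rhy52 or rhy53, and 1 gene of the list was lower without com121, com123, com125, rhy49, rhy51, comrhy59 or comrhy60.
Of 69 measured genes of group 3, 46 were lower at 5 ms, 0 were higher and 23 did not pass (49 lower and 0 higher when adjusted over the list alone). *DNAL1* had 15.5 ± 7.21 CPM (SD, n = 5) in *com*, 2.2 ± 1.2 (SD, n = 5) in the hybrids and 0.569 ± 0.229 (SD, n = 5) in *rhy*. The paper's table describes *DNAL1* as a light intermediate chain of axonemal dynein, which the symbol does not match exactly. *PDE6A*, a cGMP phosphodiesterase, had 4.26 ± 2.11 CPM (SD, n = 5) in *com*, 0.507 ± 0.332 (SD, n = 5) in the hybrids and 0.0602 ± 0.0827 (SD, n = 5) in *rhy*. The test was edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 0 genes of group 3 were higher, and DESeq2 called 0 higher. The study chose these lists on these samples together with adult ones, so the counts are not independent evidence of their direction. Intervals and bounds on folds cover counting error only.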

We also performed gene expression pairwise comparisons between adult and juvenile electric organs for each species and the hybrids separately (Fig. 1b). We specifically looked at the differentially expressed genes (DEGs) that overlapped among different species/hybrid (Fig. 2b). In *rhy* and the hybrids *com* x *rhy*, the EOD exhibits shape change and duration elongation from juvenile to adult, while the EOD does not change during ontogeny in *com*. Therefore, we focused on three sets of DEGs: set A contains the shared DEGs only in *rhy* and hybrid, representing the DEGs potentially associated to EOD change during ontogeny; set B contains the DEGs unique to *com*, representing the DEGs corresponding to an EOD consistency during ontogeny; set C contains the DEGs shared in all species and the hybrids, representing the DEGs corresponding to general electric organ development. In total, we identified 1064 DEGs in set A, 1270 in set B, and 358 in set C (Fig. 2b).

Among the EOD development candidate genes (2105 genes from group 2, 3, and 6), we searched for genes present in the following gene lists: (i) DEGs of set A, (ii) DEGs of set B, (iii) DEGs of set C, and two lists from Cheng et al. 2024, i.e., (iv) upregulated genes in adult EOs compared to skeletal muscles, and (v) EOD duration candidate gene set in adult EOs. Of the 2105 genes, 119 genes were also listed in set A and B, and those genes were significantly enriched in “structural molecule activity”, “actin binding”, and “calcium ion binding” Gene Ontology terms (Fisher’s exact test *P* values are 0.002, 0.021, and 0.045, respectively; Supplementary Tables 1 and 2). Seven genes, *RYBP*, *MIPOL1*, *KCNJ2*, *CPNE7*, *CLDN11*, *CPT2*, and *CADPSA*, were present in three of the gene sets (Table 1) and are hence strong candidates to be involved in the EOD development during ontogeny.

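In the juveniles, 5 of these 7 genes differed between *rhy* and *com*: *KCNJ2* and *CLDN11* were higher in *rhy*, and *CADPS*, *CPNE7* and *CPT2* were lower. *CLDN11* (maker-ptg001737l-snap-gene-0.24), a tight junction protein, had 151 ± 40.0 CPM (SD, n = 5 fish) in *rhy*, 58.7 ± 7.00 (SD, n = 5) in the hybrids and 33.3 ± 7.46 (SD, n = 5) in *com*. This is a log2 fold change of 2.18 between *rhy* and *com* (SE 0.20, adjusted p = 3.85e-07) and of 1.37 between *rhy* and hybrids (SE 0.19, adjusted p = 9.04e-05), with all 5 *rhy* fish above all others. *CPT2* (maker-ptg000744l-snap-gene-3.34), a carnitine palmitoyltransferase of mitochondrial fatty acid oxidation, had 15.1 ± 2.71 CPM (SD, n = 5) in *rhy*, 32.9 ± 9.33 (SD, n = 5) in *com* and 46.2 ± 9.57 (SD, n = 5) in the hybrids. It was lower in *rhy* than in *com* by -1.13 (SE 0.20, adjusted p = 0.000290) and than in the hybrids by -1.61 (SE 0.20, adjusted p = 3.64e-05). *MIPOL1* (maker-ptg000051l-snap-gene-29.0) had 4.94 ± 2.04 CPM (SD, n = 5) in *com*, 4.91 ± 1.31 (SD, n = 5) in *rhy* and 4.14 ± 1.72 (SD, n = 5) in the hybrids. *RYBP* (maker-ptg001058l-augustus-gene-1.50), a component of Polycomb complexes, had 3.03 ± 1.48 CPM (SD, n = 5) in *com*, 3.37 ± 1.62 (SD, n = 5) in *rhy* and 4.53 ± 1.67 (SD, n = 5) in the hybrids. Neither passed the test between *rhy* and *com* (*MIPOL1* adjusted p = 0.994, *RYBP* adjusted p = 0.798; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at 13 to 146 counts per library. Without com121, the change of *CPT2* was -0.996 and no longer beyond the fold limit. The paper calls the 7 genes candidates because each lies in 3 of its gene sets, which also rest on adult fish not analysed here.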

**Table 1:** Candidate genes that might relative to EOD development during ontogeny

Group	ID	Datasets							Blast	Category
		Gene	Upregulated in adult EOs (from Cheng et al.^15^)	EOD duration candidates in adult EOs (from Cheng et al.^15^)	Set A	Set B	Set C	Group 2, 3, or 6		
3	maker-ptg000119l-snap-gene-11.24-mRNA-1	*CADPS*	√	√	√			√	Calcium-dependent secretion activator 1	Signaling
2	maker-ptg001737l-snap-gene-0.24-mRNA-1	*CLDN11*	√	√		√		√	Claudin-11	Other
3	maker-ptg000950l-augustus-gene-2.9-mRNA-1	*CPNE7*	√	√	√			√	Copine-7	Transmembrane ion transport
3	maker-ptg000744l-snap-gene-3.34-mRNA-1	*CPT2*	√	√		√		√	Carnitine O-palmitoyltransferase 2, mitochondrial	Other
2	maker-ptg000265l-est_gff_est2genome-gene-6.33-mRNA-1	*KCNJ2*	√	√	√			√	Inward rectifier potassium channel 2	Transmembrane ion transport
3	maker-ptg000051l-snap-gene-29.0-mRNA-1	*MIPOL1*	√	√		√		√	Mirror-image polydactyly 1	Other
3	maker-ptg001058l-augustus-gene-1.50-mRNA-1	*RYBP*	√	√		√		√	RING1 and YY1-binding protein B	Other

### Allele-specific expression during ontogeny

For genes where the purebred parental species exhibited fixed (homozygous) differences, allele-specific expression analysis was performed (Fig. 1d). In total, we identified fixed SNPs in 343 genes (Fig. 3a) which were significantly enriched in “cytoplasm” and “cytoskeleton” Gene Ontology terms (*P* value < 0.001, Supplementary Fig. 2). Among them, 217 genes in juveniles and 204 in adults had an equal expression of both parental alleles (i.e., expression proportion of *com* allele around 0.45–0.55), representing 63.3% and 59.5% of the genes, respectively (Fig. 3a). Among the genes that showed unequal expression (expression proportion outside 0.45–0.55), there were almost equal numbers exhibiting a preferential expression of the *com* allele and the *rhy* allele.

**Fig. 3:**
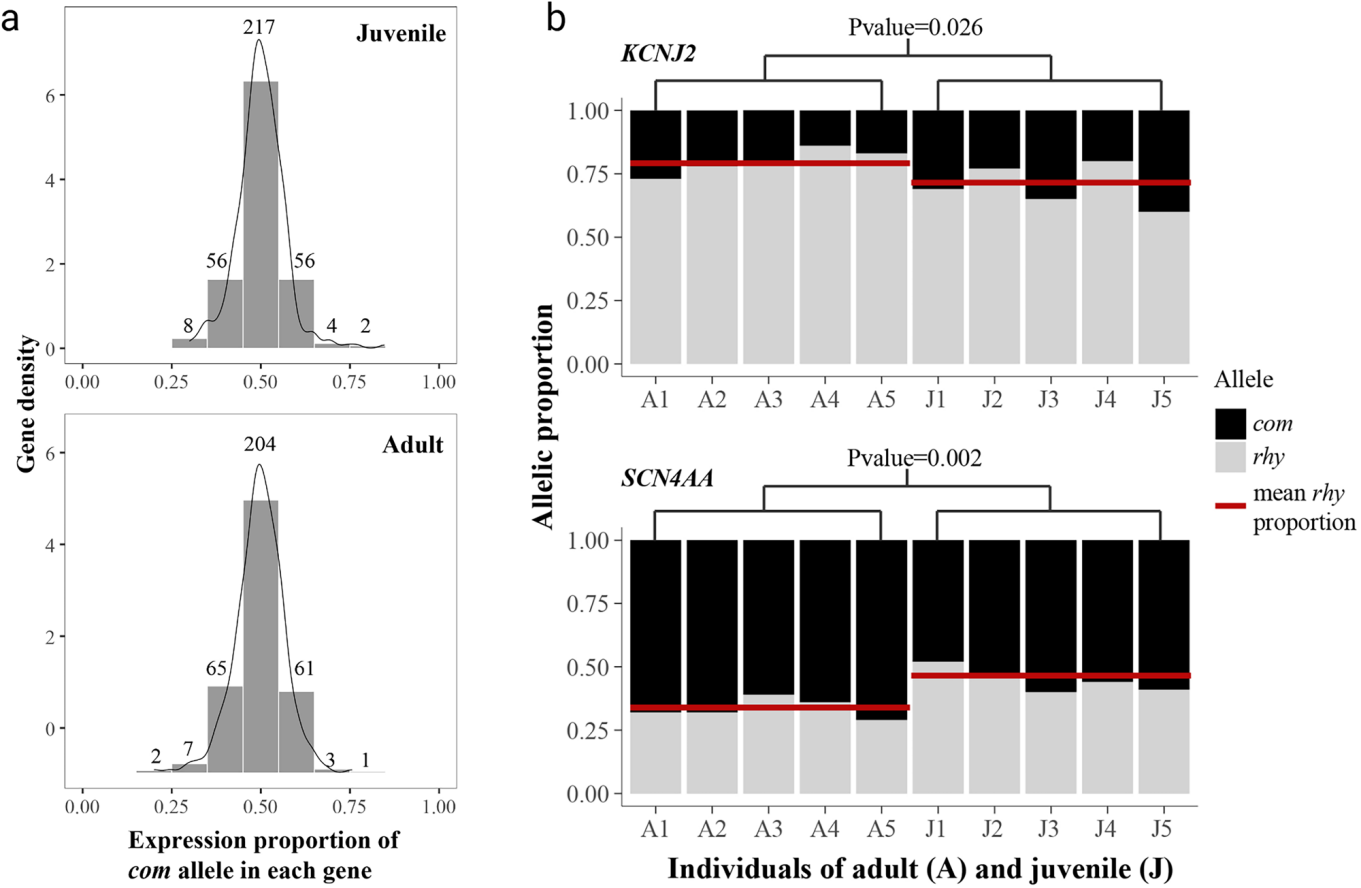
Proportion of *com* allele expression, and *com* allele expression change between juvenile and adult hybrids. **a** Gene density (*y* axis) from juvenile and adult stages in the hybrid. The *x* axis shows the expression proportion of the allele stemming from one parental species (*com*). Numbers above the bars represent the number of genes in the respective proportion ranges. **b** Allelic proportions of the *KCNJ2* and *SCN4AA* genes in each individual of juvenile and adult hybrids.

In all, 39 genes exhibited an allelic expression proportion change over 0.1 (Supplementary Table 3). Three of those genes were also in the list of potential candidate genes of group 2, 3, and 6 (derived from the cluster analysis): *KCNJ2*, *HIP1*, and *PPP1R3A* (Supplementary Tables 2 and 3).

We specifically looked at the allelic expression in each individual at gene *KCNJ2*, since the expression of this gene has been found to be upregulated in *Campylomormyrus* species with elongated EOD duration, and it is a strong candidate for EO development (Table 1). In this study, the *com* allele of *KCNJ2* gene showed a higher expression proportion (0.30) in the juvenile hybrid than in the adult (0.20; *t* test of *com* proportion *P *= 0.026; Fig. 3b). The *rhy* allele in *KCNJ2* gene is more dominant in the adult electric organ, indicating a considerable allelic expression shift during hybrid ontogeny. Apart from gene *KCNJ2*, another gene (*SCN4AA*) also exhibited high allelic expression change during ontogeny. Two alleles were nearly equally expressed in the juveniles (*com* proportion = 0.55), while the adults had significantly higher expression of *com* alleles (0.67; *t* test of *com* proportion *P* = 0.002; Fig. 3b).

## Discussion

### Electric organ discharge development during ontogeny in *Campylomormyrus*

Knowledge of phenotypic development can greatly contribute to our understanding of the mechanisms underlying phenotypic divergence in natural populations. The EOD divergence is considered a strong pre-zygotic isolation mechanism among *Campylomormyrus* species. Understanding the ontogeny of this key speciation trait might help us to unravel the mechanism behind their ecological diversification. The depolarization and repolarization during an EOD are associated with sodium and potassium currents across the plasma membrane of the electrocytes. In electric fish, the initial depolarization phase is mainly driven by the inward sodium current through voltage-gated sodium channels, and repolarization, ultimately returning the membrane to the resting potential, is principally affected by the outward current through voltage-gated potassium channels^12^.

The weakly electric mormyrids usually possess a larval electric organ at an early age and an adult electric organ that persists in adults. Among *Campylormormyrus* adults, EODs are generally different from the larval and juvenile EODs during ontogeny. For example, *C. rhynchophorus* (*rhy*) possesses a relatively short biphasic juvenile EOD (0.5 ms), and gradually reaches an adult long triphasic EOD (40 ms) during development. Deviating from this, the EOD in *C. compressirostris* (*com*) shows consistency during ontogeny, remaining very short (0.4 ms) and biphasic. In hybrids *com* x *rhy*, the early juvenile EOD is quite similar in shape and duration to the *com* EOD. In adulthood, however, the hybrid EOD was still biphasic but elongated (5 ms), resembling the EOD of a *rhy* juvenile of ~6-7 cm body length. This suggests that the EOD development in these hybrids is closer to the putatively apomorphic elongated *rhy* EOD.

The gene *KCNJ2* was already identified as a powerful candidate gene in regulating the EOD duration, with higher expression in the adult EOs in long EOD species^15^. Here, we also found that this gene might affect the EOD elongation during development in *rhy* and the hybrid *com* x *rhy* (Fig. 2c and Table 1) since it exhibited higher expression in the adult EOs compared to juvenile EOs (in line with shorter EOD in juveniles compared to adults). In *com*, its expression revealed no significant difference between juveniles and adults, in line with the unchanged EOD throughout the entire ontogeny in this species. The inward potassium channel encoded by *KCNJ2* gene can pass positive charged current more easily in the inward than the outward direction^21,22^. This channel is considered as important in regulating neuronal activity by stabilizing the resting membrane potential. Moreover, it may contribute to the shaping of the initial depolarization and the final repolarization step during the action potential, as found in human cardiomyocytes^21^.

Apart from the *KCNJ2* gene, *CADPS* and *CPNE7* might also contribute to EOD elongation during development. 

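*CPNE7* and *CADPS* were both lower in juvenile *rhy* than in juvenile *com*, and the mean of the hybrids was nearer to *rhy* for *CPNE7* and nearer to *com* for *CADPS*. *CPNE7* (maker-ptg000950l-augustus-gene-2.9), a copine that binds phospholipids in a calcium-dependent way, had 45.1 ± 21.9 CPM (SD, n = 5 fish) in *com*, 0.904 ± 0.322 (SD, n = 5) in *rhy* and 1.81 ± 0.901 (SD, n = 5) in the hybrids. It fell by 5.61 on the log2 scale from *com* to *rhy* (SE 0.41, adjusted p = 5.18e-08) and was higher in *com* than in the hybrids by 4.65 (SE 0.38, adjusted p = 1.16e-06), with all 5 *com* fish above all others. Between *rhy* and hybrids it did not pass (-0.97, SE 0.41, adjusted p = 0.0889). *CADPS* (maker-ptg000119l-snap-gene-11.24), which primes dense-core vesicles for calcium-triggered release, had 25.7 ± 14.4 CPM (SD, n = 5) in *com*, 29.9 ± 7.57 (SD, n = 5) in the hybrids and 11.6 ± 4.71 (SD, n = 5) in *rhy*. Its log2 fold change was -1.15 between *rhy* and *com* (SE 0.33, adjusted p = 0.00975) and -1.36 between *rhy* and hybrids (SE 0.33, adjusted p = 0.00594). Between *com* and hybrids *CADPS* did not pass (-0.22, adjusted p = 0.671). The tests are edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment. Single fish decided 2 calls: without com121 the change of *CADPS* between *rhy* and *com* was -0.75, inside the fold limit, and without comrhy60 *CPNE7* was lower in *rhy* than in the hybrids by -1.15 (adjusted p = 0.0450).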

*CADPS* encodes for a calcium-dependent activator protein that functions in the release of catecholamine in neuroendocrine cells^23^. *CPNE7* encodes a member of the copine family, which is composed of calcium-dependent membrane-binding proteins, and may be involved in membrane trafficking^24^. It regulates axonal/dendritic extension in other cells. However, the function of these genes in the development of the electric organ still needs to be tested.

The expression of genes *CLDN11*, *CPT2*, *MIPOL1*, and *RYBP* stayed consistent in *com* during development, while their expression exhibited either an increasing or decreasing pattern when EOD got elongated (Fig. 2c). *CLDN11* encodes for a member of the claudin family, which are integral membrane proteins and components of tight junction strands^25^. The disruption of *CLDN11* in mice may impair saltatory conduction and alter the speed of action potential in neurons^25^. In the genomes of teleost fishes, a large number of genes encoding for claudins exist, resulting from whole genome duplication and multiple tandem gene duplication events^26^. Claudins are detected in different tissues of teleost fishes, i.e., liver, brain, and heart. The expression of *CLDN11* is spotted in myelinated portions of the optic nerve of tilapia^27^. Many claudin members are reported to play vital roles in the embryonic development of vertebrates^25^.

These results support the notion that electrocytes in different species/hybrids and/or at a different developmental stage are equipped with a unique set of transcribed genes, which might be critical for the duration (and possibly also the shape) of the specific EOD. 

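Among the juveniles, the parental species differed in 4223 of 18489 genes, 1802 higher and 2421 lower in *rhy* than in *com*. *com* and hybrids differed in 1678 genes (817 higher and 861 lower in *com*), and *rhy* and hybrids in 2235 (823 higher and 1412 lower in *rhy*). *NR4A1*, the nuclear receptor, had 2526 ± 938 CPM (SD, n = 5 fish) in *com*, 1000 ± 527 (SD, n = 5) in the hybrids and 6.93 ± 4.93 (SD, n = 5) in *rhy*. This is a log2 fold change of -8.50 between *rhy* and *com* (SE 0.68, adjusted p = 1.38e-07) and of -7.17 between *rhy* and hybrids (SE 0.65, adjusted p = 2.11e-06). *TIMELESS*, a protein of replication forks, had 176 ± 67.8 CPM (SD, n = 5) in *com*, 38.8 ± 7.82 (SD, n = 5) in *rhy* and 33.5 ± 9.50 (SD, n = 5) in the hybrids, so that *com* exceeded the hybrids by 2.39 (SE 0.26, adjusted p = 1.98e-05). *CACNA2D1*, an auxiliary subunit of voltage-gated calcium channels, was higher in *com* than in the hybrids by 3.30 (SE 0.71, adjusted p = 0.00351). *SMAD3*, which carries TGF-beta signals, was higher in *com* than in the hybrids by 2.63 (SE 0.50, adjusted p = 0.00172), and *SDR39U1*, a short-chain dehydrogenase, was lower by -2.46 (SE 0.42, adjusted p = 0.000806). *C18orf21* was higher in *rhy* than in the hybrids by 4.64 (SE 0.26, adjusted p = 4.62e-08). *MYOCD*, a cofactor of serum response factor in muscle genes, was lower in *rhy* than in the hybrids by -3.18 (SE 0.73, adjusted p = 0.00444), and com121 stood apart from the other *com* fish at 4.19 CPM against 2.14 to 2.56.
Several genes were near or at 0 in a whole group. *DUOX1*, an oxidase that makes hydrogen peroxide, was at 0 in *com* and at least 14.7-fold higher in *rhy*, against a floor of 3 counts over the group. *LCP1*, an actin-bundling protein, had a level in *com* 115 times that of *rhy*, where 1 count was found, in rhy52 (95% counting interval 20.0 to 4599). *KIAA1257* had a level in *com* 49.3 times that of *rhy* (interval 13.1 to 415). *TRIM39*, a ubiquitin ligase, had a level in the hybrids 31.2 times that of *rhy* (interval 8.33 to 262). Of gene models with no name in the paper's tables, maker-ptg000970l-augustus-gene-2.127 had 962 ± 139 CPM (SD, n = 5) in *rhy*, 269 ± 186 (SD, n = 5) in the hybrids and 0.564 ± 0.126 (SD, n = 5) in *com*, and maker-ptg000085l-snap-gene-4.14 had a level in *rhy* 1620.1 times that of *com* (interval 290.5 to 64018). The other two, maker-ptg000160l-snap-gene-14.3 and maker-ptg000102l-snap-gene-1.5, were at 0 in *rhy* and in *com* at least 1719.5-fold and 1070.1-fold higher. Reads of *rhy* were counted on *com* gene models. How far the sequences differ between the species was not measured, for these genes or for the others called. A loss of *rhy* reads could add to the counts of genes lower in *rhy*, by an amount that is not known. All contrasts used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.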

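The potassium channel genes *KCNA7A_1* and *KCNQ5A* were lower in juvenile *rhy* than in juvenile *com*, and gelsolin was higher. *KCNA7A_1* (maker-ptg000028l-snap-gene-81.10), a voltage-gated potassium channel of the Shaker family, had 1023 ± 128 CPM (SD, n = 5 fish) in *com*, 249 ± 22.5 (SD, n = 5) in the hybrids and 32.7 ± 7.83 (SD, n = 5) in *rhy*. It fell by 4.97 on the log2 scale from *com* to *rhy* (SE 0.17, adjusted p = 7.37e-11), and the hybrids differed from both parents, with *com* above them by 2.04 (SE 0.15, adjusted p = 4.17e-07) and *rhy* below them at -2.93 (SE 0.16, adjusted p = 2.49e-08). *KCNQ5A* (maker-ptg000697l-snap-gene-6.107), a voltage-gated potassium channel of the family that carries M-currents in neurons, had 9.93 ± 4.67 CPM (SD, n = 5) in *com*, 10.2 ± 1.82 (SD, n = 5) in the hybrids and 1.32 ± 0.526 (SD, n = 5) in *rhy*. Its log2 fold change was -2.9 between *rhy* and *com* (SE 0.34, adjusted p = 5.91e-06) and stood at -2.93 in *rhy* against the hybrids (SE 0.34, adjusted p = 1.90e-05), while *com* and hybrids did not pass (-0.03, adjusted p = 0.956). *GSN* (maker-ptg002297l-snap-gene-0.45), gelsolin, severs and caps actin filaments and had 60.3 ± 23.8 CPM (SD, n = 5) in *com*, 178 ± 63.6 (SD, n = 5) in *rhy* and 182 ± 68.2 (SD, n = 5) in the hybrids. The log2 fold change of *GSN* was 1.56 between *rhy* and *com* (SE 0.34, adjusted p = 0.00140) and -1.59 between *com* and hybrids (SE 0.34, adjusted p = 0.00337), with all 5 *com* fish below all others. *rhy* and hybrids did not pass for *GSN* (-0.03, adjusted p = 0.958), nor did the test of 5 ms against 0.4 ms (0.55, adjusted p = 0.329). The tests are edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment. The identifier printed for *KCNA7A_1* is malformed, and the 1 reading of it found among the gene models was used.

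**Figure D2:**
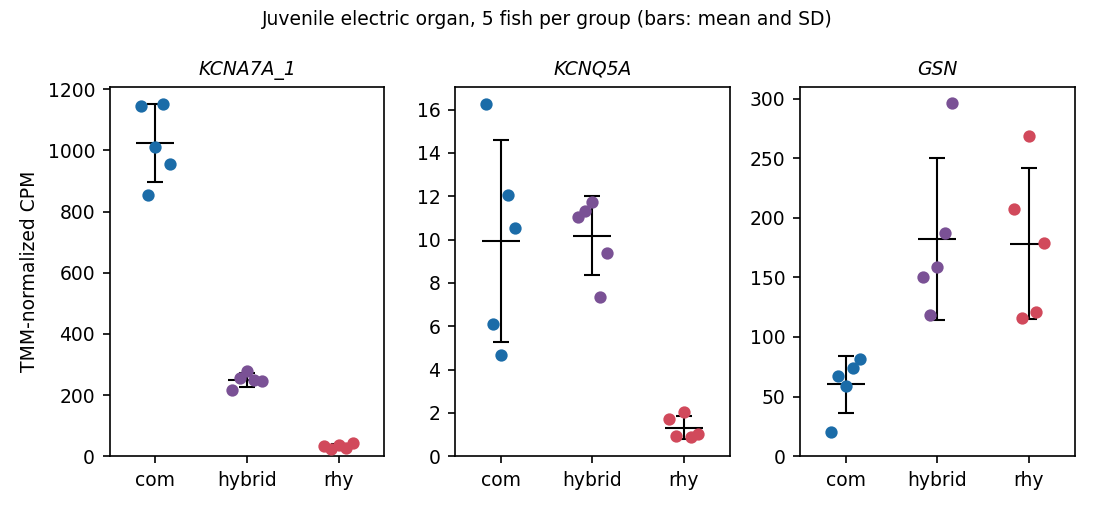
TMM-normalized CPM (vertical axes, each from 0) of *KCNA7A_1*, *KCNQ5A* and *GSN* in juvenile *com*, hybrid and *rhy*, 1 point per fish, with black bars for the mean and SD of 5 fish. All *com* fish lie above all *rhy* fish for both channels and below them for *GSN*.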

Apart from the mentioned genes, other genes might also contribute to the EOD development, i.e., potassium channel genes (*KCNA7A_1*, *KCNQ5A*) and gelsolin (*GSN*; Supplementary Table 2). The exact function of these potassium channels in this scenario must remain open, since detailed information of the electrophysiological properties of the various channel types in these species, e.g., the effects of a different subunit composition for a distinct channel type, are missing. Further studies about the histology and physiology of electric organ development would be essential to understand the mechanisms of EOD development.

### Allele-specific expression reveals subgenome effect in hybrids

Adaptive divergence often involves changes in multiple traits to improve reproductive fitness in a particular environment. Traits may be fixed within populations if they play key roles in adaptation and speciation. Experimental hybridization provides the opportunity to study new or intermediate traits, owing to the expression of two subgenomes from two species/populations^2,3^. As the key trait for speciation (here the EODs) is invariant within *Campylomormryus* species, species may be fixed for different alleles at underlying loci.

Around 60% of the fixed bialleles showed almost balanced expression of the alleles of both parents, both in the juvenile and adult stages of hybrids. Among the genes that showed unbalanced expression, there was an almost equal number of genes with higher expression of the respective allele of either parental species (Fig. 3a). 

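Of the 39 genes of Supplementary Table 3, 3 differed in total expression between juvenile *com* and hybrids, and 8 between juvenile *rhy* and hybrids. Between *com* and hybrids, *OSBPL1A* was higher in *com*, *SYNGR3* and *CD34* were lower, and 36 did not pass (1 higher and 2 lower when adjusted over the list alone). Between *rhy* and hybrids, 5 were higher in *rhy* (*KCNJ2*, *SYNGR3*, *CD34*, *NCL* and maker-ptg001894l-augustus-gene-1.273, which the table describes as pannexin 1 under a symbol that does not match), 3 were lower (*SCN4AA*, *SCARF1* and *C10orf71*) and 31 did not pass (5 higher and 3 lower when adjusted over the list alone). Without rhy52 or without comrhy62, 3 were higher in *rhy* than in the hybrids. *SYNGR3* (maker-ptg000120l-snap-gene-2.54), a synaptic vesicle protein, had 12.3 ± 2.84 CPM (SD, n = 5 fish) in *com*, 131 ± 21.4 (SD, n = 5) in the hybrids and 359 ± 40.1 (SD, n = 5) in *rhy*. This is a log2 fold change of -3.41 between *com* and hybrids (SE 0.17, adjusted p = 8.31e-09) and of 1.46 between *rhy* and hybrids (SE 0.16, adjusted p = 9.26e-06). *CD34* (maker-ptg000439l-augustus-gene-0.53) had 41.1 ± 8.97 CPM (SD, n = 5) in *com*, 98.7 ± 37.4 (SD, n = 5) in the hybrids and 564 ± 60.0 (SD, n = 5) in *rhy*, with changes of -1.26 for *com* against hybrids (SE 0.22, adjusted p = 0.000823) and 2.51 for *rhy* against hybrids (SE 0.23, adjusted p = 1.99e-06). *OSBPL1A* (maker-ptg000544l-snap-gene-0.7), which binds oxysterols, had 103 ± 8.1 CPM (SD, n = 5) in *com*, 38.4 ± 6.89 (SD, n = 5) in the hybrids and 23.2 ± 8.49 (SD, n = 5) in *rhy*. *com* exceeded the hybrids by 1.43 (SE 0.21, adjusted p = 0.000251), and the change between *rhy* and hybrids lay inside the fold limit (-0.72, SE 0.21, adjusted p = 0.0173). The tests are edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment. The list was chosen on allelic depths that include these hybrid fish, so its counts are not independent evidence, and adult hybrids were not analysed here.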

During the development of the hybrids, many genes with fixed differences among parental species exhibited obvious expression changes, relative to their parents (Supplementary Table 3). We noticed that genes *KCNJ2*, *HIP1*, and *PPP1R3A* exhibited expression proportion changes over 0.1 during development. These genes were also inferred as candidates for EOD development (in groups 2, 3, and 6; Fig. 2c). All three genes showed a higher expression proportion on *rhy* alleles in the adults, compared to juveniles.

*KCNJ2* showed a significant expression dominance of the *rhy* allele in the *com* x *rhy* hybrid at both juvenile and adult stages, and the dominance was increasing during ontogeny (Fig. 3b). In pairwise comparison of gene expression between the F1 hybrids and each parental species, *com* showed down-regulation compared to the hybrid in both life stages, while *rhy* showed up-regulation (Supplementary Table 3). This suggests that this gene might be under *cis*-regulation. 

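In the juveniles, *KCNJ2* was higher in *rhy* than in the hybrids and in *com*, and the mean level of the hybrids lay between those of the parental species. *KCNJ2* (maker-ptg000265l-est_gff_est2genome-gene-6.33), an inwardly rectifying potassium channel that stabilizes the resting potential, had 2077 ± 467 CPM (SD, n = 5 fish) in *rhy*, 390 ± 44.0 (SD, n = 5) in the hybrids and 196 ± 103 (SD, n = 5) in *com*. The log2 fold change was 3.41 between *rhy* and *com* (SE 0.28, adjusted p = 1.99e-07) and 2.41 between *rhy* and hybrids (SE 0.27, adjusted p = 1.55e-05), and all 5 *rhy* fish were above all others. Between *com* and hybrids it was -0.99 (SE 0.26, adjusted p = 0.0129 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passes the adjusted p and lies just inside the fold limit. The fish com104 stood apart at 374 CPM against 109.7 to 175 in the other *com* fish, and without it the change between *com* and hybrids was -1.37 (adjusted p = 9.56e-05). Without comrhy60 or comrhy62 it was -1.02 and -1.04, also beyond the fold limit. From the opposite directions of both parental species against the hybrids, together with the allelic proportions in the hybrids, the paper proposes that *KCNJ2* may be under *cis*-regulation. The share of *com* in the parental levels was 0.0861, while the paper's *com* allele proportion in juvenile hybrids is 0.30. Both favour *rhy*, but a purely *cis* difference would make them equal. Their difference was not tested.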

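*HIP1* and *PPP1R3A* had lower levels in juvenile *rhy* than in juvenile *com*, with the hybrids at a mean between them. *PPP1R3A* (snap_masked-ptg002234l-processed-gene-0.17), a subunit that directs protein phosphatase 1 to glycogen in muscle, had 251 ± 33.0 CPM (SD, n = 5 fish) in *com*, 133 ± 7.56 (SD, n = 5) in the hybrids and 68.2 ± 12.2 (SD, n = 5) in *rhy*, and the 3 groups did not overlap. It fell by 1.88 on the log2 scale from *com* to *rhy* (SE 0.12, adjusted p = 1.63e-08). *com* exceeded the hybrids by 0.91 (SE 0.12, adjusted p = 0.000103) and *rhy* stood at -0.97 against them (SE 0.12, adjusted p = 3.84e-05), both inside the fold limit. *HIP1* (maker-ptg000399l-augustus-gene-13.63), an adaptor of clathrin-mediated endocytosis that also binds actin, had 215 ± 19.8 CPM (SD, n = 5) in *com*, 192 ± 29.7 (SD, n = 5) in the hybrids and 134 ± 20.0 (SD, n = 5) in *rhy*. Its log2 fold change was -0.69 between *rhy* and *com* (SE 0.13, adjusted p = 0.000362) and -0.52 between *rhy* and hybrids (SE 0.12, adjusted p = 0.00559), inside the fold limit, and *com* against hybrids did not pass (0.16, adjusted p = 0.378). The tests are edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment. Without rhy52, *PPP1R3A* was lower in *rhy* than in the hybrids by -1.07, beyond the fold limit. The paper's table describes *HIP1* as a huntingtin-interacting protein 1-related protein, which the symbol does not match exactly.

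**Figure D3:**
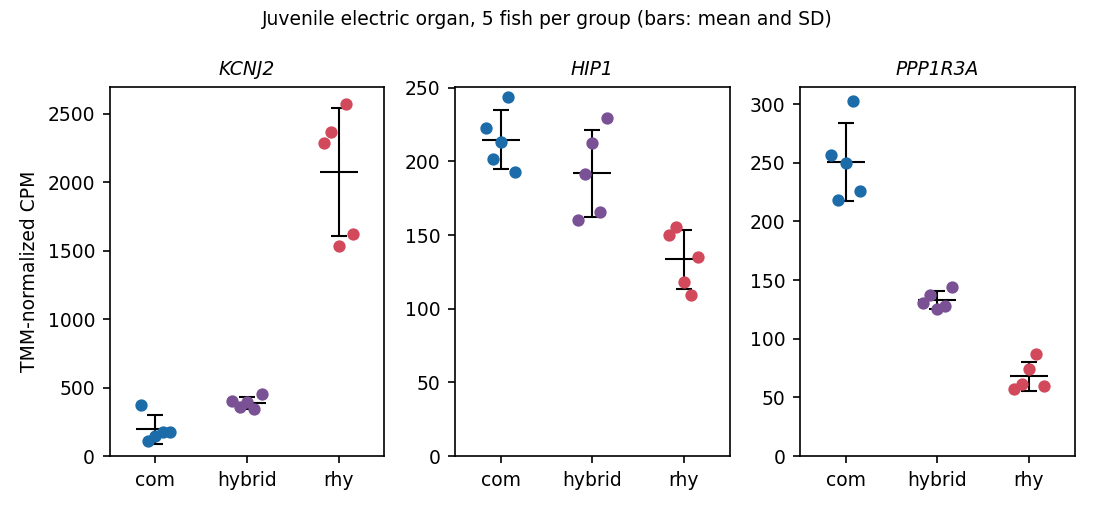
TMM-normalized CPM (vertical axes, each from 0) of *KCNJ2*, *HIP1* and *PPP1R3A* in juvenile *com*, hybrid and *rhy*, 1 point per fish, with black bars for the mean and SD of 5 fish. *rhy* is the highest group for *KCNJ2* (2077 CPM) and the lowest for *HIP1* (134 CPM) and *PPP1R3A* (68.2 CPM).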

The genes *HIP1* and *PPP1R3A* did not show such a pattern. As a strong candidate for affecting EOD duration among species and EOD elongation during development, *KCNJ2* might affect the EOD alteration in duration (perhaps shape as well) throughout the development of the hybrids.

Two juvenile individuals (J2 and J4 in Fig. 3b) showed a *rhy* allele expression proportion for *KCNJ2* similar to the adult. These juvenile individuals already showed a slightly elongated EOD (around 0.45 ms, relative to 0.4 ms in the other juveniles). It is likely that the increased expression of the *rhy* allele occurred when the juvenile EODs started to elongate, and stayed at similar proportions until adulthood, further suggesting that this gene triggers EOD elongation during ontogeny.

The F1 hybrids *com* x *rhy* contain half genomes (subgenomes) from each parental species. Although the genes with fixed differences analyzed here do not represent the full subgenomes, our allele-specific expression analysis still gives us a hint that the subgenomes might generally have an equal impact on the F1 hybrids during ontogeny from the expression perspective. Nonetheless, the development of a particular phenotypic feature (here EOD elongation) is likely affected by the imbalanced allelic expression of the potentially *cis*-regulated gene *KCNJ2*. The physiological function of this gene is not well studied in the electric organ, but a knock-out/down experiment would be beneficial to understanding its impact.

## Conclusion

An important driver of divergent phenotypic evolution in closely related species is the expression divergence in underlying genes. For a particular trait, F1 hybrids may exhibit intermediate phenotypes, as they express alleles of two subgenomes from their parental species, or may preferentially resemble the trait of one parent (dominance). In our hybrids, the phenotype (i.e., the EOD) is more similar to one parent (*C. compressirostri*s) in juveniles, but to the other parent (*C. rhynchophorus*) in adults.

Allele-specific expression analysis in hybrids proved a generally equal expression of alleles from both parental species, while the EOD phenotype was closer to one parental species (*C. rhynchophorus*). This could point to the involvement of a few major genes in EOD alteration. Indeed, *KCNJ2* showed significant allelic expression dominance of the *C. rhynchophorus* allele in both juvenile and adult life stages, and was increasingly dominant during ontogeny. This gene was previously assumed to be involved in the EOD duration regulation in *Campylomormyrus*^15^. In addition, its expression was also increased throughout the ontogeny of *C. rhynchophorus* and the hybrid, both of which underwent a prolongation in EOD duration during ontogeny. Therefore, we hypothesize *KCNJ2* to be a crucial gene in regulating the EOD duration during the ontogeny of *Campylomormyrus*. Moreover, it likely affects the EOD in the hybrid development.

A functional test of the *KCNJ2* gene in electric fish is lacking, but would be essential to prove its role in EOD divergence and development. In addition, a potential backcross experiment of F1 hybrid with *C. compressirostris* might be interesting to explore whether these backcrosses would exhibit different EODs in relation to allelic state and expression of *KCNJ2*.

It should be noted that our differential gene expression and allele-specific expression approach is tailored towards the identification of candidate genes with strong expression differences and/or fixed differences, relative to divergence in a complex phenotype (here, duration of the electric organ discharge). We argue that— given that the EOD profoundly differs among closely related species, but is almost invariant within species of *Campylomormyrus*—the assumption of fixed genetic differences among species, be it in protein-coding exons or gene-regulatory elements, appears reasonable. Indeed, we identify strong candidates for such effects here. Nonetheless, inheritance of the EOD may be polygenic, and our approach may overlook involved genes with less profound differential expression and/or without fixed differences among species/EOD phenotypes.

## Methods

### Samples and RNA sequencing

We sampled the electric organ samples from two F0 species (*C. compressirostris, com*; *C. rhynchophorus, rhy*) and F1 hybrids (*C. compressirostris* ♂ x *C. rhynchophorus* ♀) at the juvenile (around 6 to 7 cm body length) life stage. The juvenile species/hybrids were artificially bred and raised at the University of Potsdam. We have complied with all relevant ethical regulations for animal use. We included five individuals from each species/hybrid cohort for mRNA sequencing. We anesthetized the fish specimens using a lethal dose of clove oil and sampled the electric organs within 99% ethanol above ice. The extracted electric organ samples were flash-frozen in liquid nitrogen and preserved in −80 °C.

We applied QIAGEN RNeasy Fibrous Tissue Kit on all juvenile electric organ samples for RNA extraction, and further inspected the quantity and quality using a NanoDrop 1000 spectrophotometer (ThermoFischer Scientific, Germany) and an Agilent Bioanalyzer 2100 (Agilent Technologies, USA), respectively. We performed mRNA enrichment via poly (A) capture from the isolated RNA (RIN > 9.0 in Bioanalyzer) using NEXTflex Poly (A) Beads, and then established the strand-specific transcriptomic libraries through NEXTflex Rapid Directional RNA-Seq Kit (Bioo Scientific, USA).

All constructed libraries were sent to a commercial company (Novogene) for sequencing of 150 bp paired-end reads using an Illumina HiSeq 4000 sequencing system. Raw reads were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus.

We also included the mRNA sequences of electric organs of adult *C. compressirostris*, *C. rhynchophorus* and their hybrid *C. compressirostris* ♂ x *C. rhynchophorus* ♀ from Cheng et al.^15^ (accession number: GSE240783). In order to remove the adapter sequences and low-quality reads, all sequences were trimmed using a 4 bp sliding window with a mean quality threshold of 25, and a minimum read length of 36 bp by Trimmomatic v0.39^28^. Read quality was measured by FastQC v0.11.9^29^.

### Differential gene expression analysis

We mapped the quality-filtered RNA reads from each sample to the *C. compressirostris* genome by RSEM^30^. The estimated gene-level quantification counts were imported to R/Bioconductor using the tximport package. We removed genes with low count ( ≤ 10) and in less than two replicates to get cleaned reads. A Principal Component Analysis (PCA) was performed on the cleaned and log-transformed counting matrices (using covariance).

For the purpose of identifying genes that were differentially expressed between adult and juvenile samples, we applied normalized counting matrices to DESeq2 between adults and juveniles of the same species/hybrid cohort^31^. Differentially expressed genes (DEGs) were identified using |log2 Folder change (log2FC)| >1 and a *P* value < 0.05. A Venn Diagram was compiled to visualize shared DEGs across species/hybrid cohorts^32^. We focused on three DEGs sets: shared DEGs among fish with EOD elongation throughout ontogeny (*rhy*, hybrids), set A; DEGs among fish with EOD constancy throughout ontogeny (*com*), set B; and shared DEGs among all analyzed electric fish (*com*, *rhy*, hybrids), set C). These three sets of DEGs were blasted against the *nr* database from NCBI using blastx with an e-value cutoff 1e^−10^.

### Identification of candidate genes for EOD duration

Since the PCA showed a strong association between EOD duration and gene expression pattern in PC1, we performed a likelihood ratio test (LRT) implemented in DESeq2 to identify genes with an expression pattern associated to EOD duration^20^. We applied a “full model” with “~EOD duration” compared to a “reduced model” (here null). Genes showing significant association with EOD duration were extracted using an adjusted *P* value of 0.05. We used the degPatterns function to cluster particular gene expression patterns of those significant genes across EOD duration and ontogenetic stages^31^.

Gene expression clusters exhibiting a consistent increasing or decreasing pattern with increasing EOD duration were considered to identify candidate genes (i.e., genes up-/down-regulated, relative to EOD duration). Gene Ontology enrichment analysis was performed on those genes using the genome of zebrafish as background. In addition, we evaluated whether those genes were in the following gene lists: (i) DEGs of set A, (ii) DEGs of set B, (iii) DEGs of set C, and two lists from Cheng et al.^15^, i.e., (iv) upregulated genes in adult EOs compared to skeletal muscles and (v) EOD duration candidate gene set in adult EOs. We blasted genes represented in at least one of these datasets against the *nr* database from NCBI (using blastx with an *e*-value cutoff 1e^−10^) to infer gene identity.

### Allelic-specific expression analysis between adult and juvenile hybrids

In this study, we focused on genes containing SNPs with fixed bialleles (homozygous) in the parental F0 species. We mapped the cleaned mRNA reads from each sample to *C. compressirostris* genome by STAR v2.7.7 + WASP^33^, and sorted the generated bam files from STAR according to the coordinates using SAMtools v1.15^34^. All the sorted bam files were imported to BCFtools v1.9 for variant calling using “bcftools mpileup –f <*C. compressirostris* CDS genome > <list of bam files> –Ou | bcftools call –mv –Ob –o <output bcf file > ”^34^. We only preserved the fixed parental biallelic SNPs for both juvenile and adult hybrids, and calculated the allelic depth by “bcftools view --exclude-uncalled -m2 -M2 < bcf file > > <allelic depth > ”^34^. We filtered out the SNPs that with QUAL score lower than 70 as well as with an allelic depth lower than 10^15^.

Eventually, we acquired high-quality biallelic SNPs for both adult and juvenile hybrids. Expression proportion of the alleles from *C. compressirostris* (*com*) were calculated for each sample, and further merged at gene level by calculating the mean proportion if there were more than one SNP located in one gene. We calculated the average proportion of each sample in both juvenile and adult stages in the hybrids, as well as the proportion alteration during ontogeny. For genes with fixed SNPs, we performed the pairwise comparisons between each parental species and F1 hybrids, both for juvenile and adult stages. The resulting log2FC values are provided in Supplementary Table 3.

For the genes *KCNJ2* and *SCN4AA*, we analyzed the proportion of *com* alleles in individual hybrids. Specifically, we compared the arcsine-transformed proportions between juveniles and adults using a *t* test^35^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

Reporting Summary

## Data Availability

Sequence data have been deposited at NCBI Gene Expression Omnibus under accession GSE240784.

# Supplementary material for: Gene and allele-specific expression during electric organ ontogeny in African weakly electric fish (Campylomormyrus)
**Source:** Commun Biol. 2026 Jan 10;9:227. doi: 10.1038/s42003-025-09503-9
**Supplement:** Supplementary file 2 — Supplementary Information

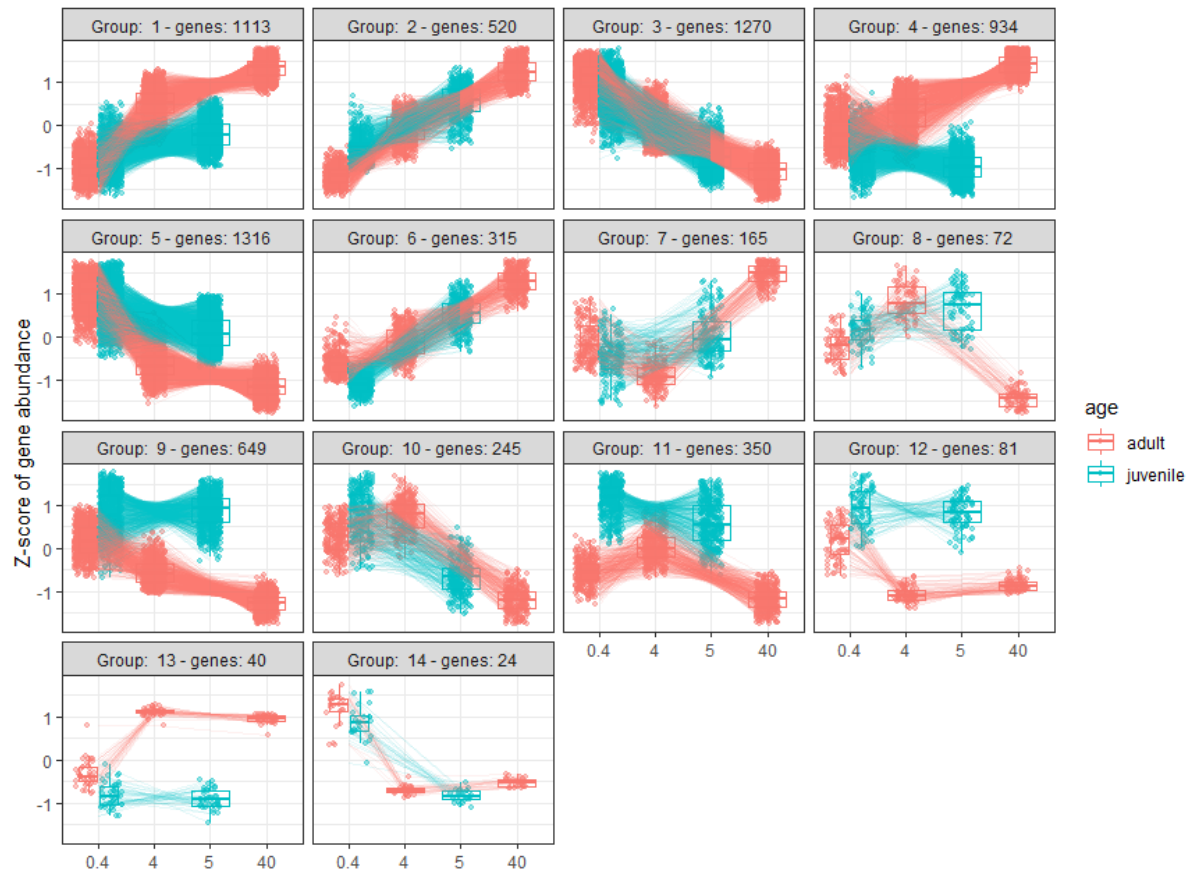

Supplementary Fig. 1. All gene expression patterns that generated by degPatterns.

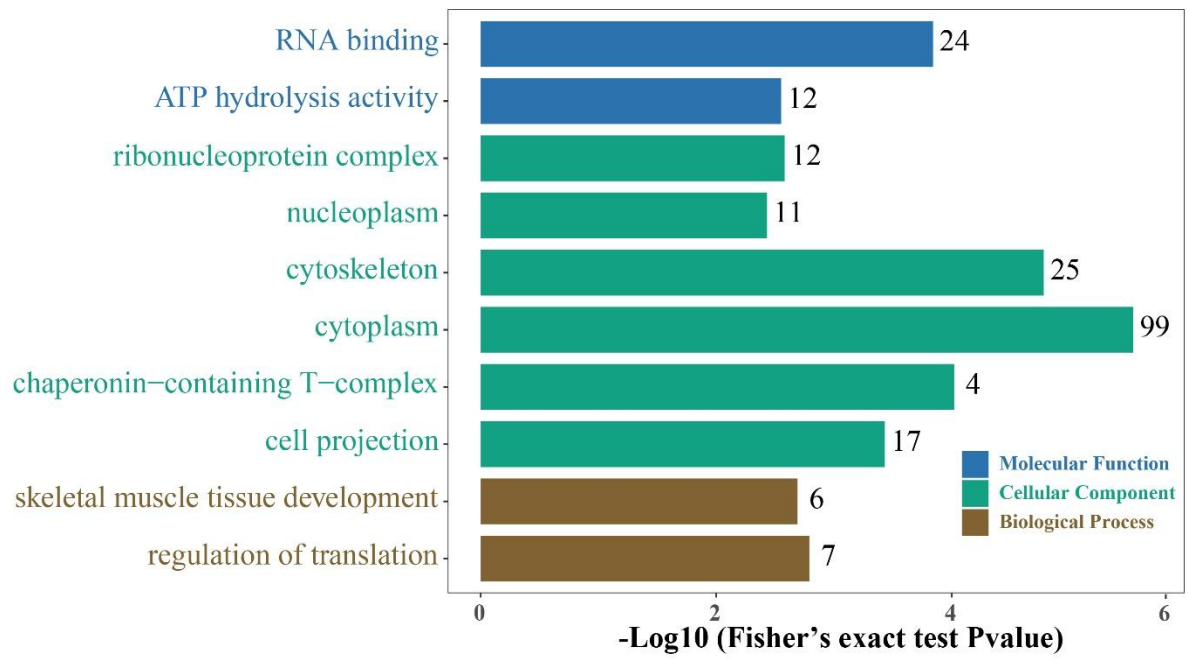

Supplementary Fig. 2. Significantly enriched Gene Ontology terms with Fisher's exact test Pvalue < 0.001 in all genes with fixed bialleles in the hybrids.

Supplementary Table 1. Three significantly enriched Gene Ontology terms with Fisher's exact test Pvalue < 0.05 in group 2, 3, 6 as well as in set A and B.

Term	GO terms	Category	Count	%	Pvalue	Genes	List Total	Pop Hits	Pop Total	Fold Enrichment	Bonferroni	Benjamini	FDR
GO:0005198	structural molecule activity	Molecular Function	5	4.901961	0.001991	EPB41L3A, TUBB5, CLDN11A,<br>CLDN1, MACF1A	89	122	20220	9.311107018	0.284483582	0.334417449	3.34E-01
GO:0003779	actin binding	Molecular Function	6	5.882353	0.020928	EPB41L3A, MICAL2B, MYO5C,<br>SI:DKKEY-40C11.2, GSNA,<br>MACF1A	89	362	20220	3.765596871	0.971368636	1	1
GO:0005509	calcium ion binding	Molecular Function	8	7.843137	0.044952	DIPK1B, EGFLAM, PCDH11,<br>MGP, DUOX, SVEP1, MACF1A,<br>PLA2G4AB	89	750	20220	2.423370787	0.999559182	1	1

Supplementary Table 2. All candidate genes in Group 2, 3, 6 as well as in set A and B.

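Sorted by function, the genes named in Table 1 and in Supplementary Tables 2 and 3 differed between juvenile *rhy* and *com* in both directions, and most genes of ion channels and transporters, of adhesion and of metabolism were lower in *rhy*. Of 12 ion channel and transporter genes, 8 were lower in *rhy*, 3 were higher and 1 did not pass (8 lower and 3 higher when adjusted over the list alone). Higher were *KCNJ2*, the sodium-calcium exchanger *SLC24A2* at 2.33 and the lysosomal transporter *ATP13A2* at 1.66 on the log2 scale, and lower were for example the glutamate receptor *GRIA3* at -2.79 and the exchanger *SLC8A1* at -2.73. Of 16 measured gene models of adhesion and extracellular matrix, 11 were lower in *rhy*, among them the protocadherin *PCDH11* at -4.89 and the basement membrane collagen *COL4A6* at -2.24, and *CLDN11* alone was higher, with 4 that did not pass (12 lower and 1 higher when adjusted over the list alone). Of 11 genes of metabolism, 8 were lower and 0 were higher in *rhy* (8 and 0 when adjusted over the list alone), for example the fatty acid desaturase *FADS6* at -2.53 and the phospholipase *PLA2G4AB* at -3.12. Of 11 transcription regulators, *SOX11*, *SNAI3*, *NR4A1*, *MYOCD* and *SMAD3* were lower, 0 were higher and 6 did not pass (5 lower and 0 higher when adjusted over the list alone). Among 16 genes of the cytoskeleton, *DNAL1*, *LCP1*, *EPB41L3A*, *TMOD4* and *FILIP1* were lower, *MYO5C*, *RND3A* and *GSN* were higher and 8 did not pass (5 lower and 3 higher when adjusted over the list alone). Among 19 genes of signalling and vesicle release, 7 were higher in *rhy*, among them the adrenergic receptor *ADRA2B* at 4.46 and the receptor tyrosine kinase *MST1R* at 3.57, *CADPS*, *CPNE7*, *DLGAP2* and *SH3BP5* were lower, and 8 did not pass (7 higher and 4 lower when adjusted over the list alone).
Calls rest on edgeR's quasi-likelihood test with the fold limit. At an unadjusted p under 0.05 and the same fold limit, the counts of higher genes were 0 in metabolism and 0 among transcription regulators. DESeq2 with the fold limit gave 0 and 0. With no fold limit, 1 gene of metabolism and 1 transcription regulator were higher at an adjusted p under 0.05. Leaving out com104 or rhy50 gave 3 lower genes of the cytoskeleton, leaving out com125 or rhy50 gave 1 higher gene of metabolism, and leaving out com123 or com124 gave 1 higher transcription regulator. The examples outside the rule for named genes were chosen after their values were seen. The study chose the genes on these samples together with adult ones, so the counts are not independent evidence of a direction. Reads of *rhy* lost on *com* gene models could also add to the genes lower in *rhy*, which was not measured. Supplementary Table 2 lists 119 genes, of which 114 could be matched to gene models and 107 were measured.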

Group ID	Gene	Data sets				Blast
		Up regulated in adult EO (from Cheng et al, 2024)	EOD duration candidates in adult EO (from Cheng et al, 2024)	Set A	Set B	Set C
2	maker-ptg0002651-est_gff_est2genome-gene-6.33-mRNA-1	<i>KCNJ2</i>	✓	✓	✓	✓
3	maker-ptg0009501-augustus-gene-2.9-mRNA-1	<i>CPNE7</i>	✓	✓	✓	✓
3	maker-ptg0001191-snap-gene-11.24-mRNA-1	<i>CADPSA</i>	✓	✓	✓	✓
2	maker-ptg0006101-snap-gene-7.3-mRNA-1	<i>SHC4</i>	✓	✓	✓	✓
3	maker-ptg0009221-snap-gene-6.10-mRNA-1	<i>DACHD</i>	✓	✓	✓	✓
2	snip_masked-ptg0000471-processed-gene-21.0-mRNA-1	<i>TYRP1</i>	✓	✓	✓	✓
3	maker-ptg0000731-augustus-gene-32.44-mRNA-1	<i>PLAZGAB</i>	✓	✓	✓	✓
3	maker-ptg0014111-snap-gene-0.49-mRNA-1	<i>GALNT7</i>	✓	✓	✓	✓
3	maker-ptg0019031-augustus-gene-3.70-mRNA-1	<i>FADS6</i>	✓	✓	✓	✓
6	maker-ptg0003351-snap-gene-4.58-mRNA-1	<i>ELP3</i>	✓	✓	✓	✓
6	maker-ptg0010031-snap-gene-1.56-mRNA-1	<i>DUOX1</i>	✓	✓	✓	✓
3	maker-ptg0002181-snap-gene-7.7-mRNA-1	<i>ADAMTS15</i>	✓	✓	✓	✓
3	maker-ptg0000281-snap-gene-8.1.10-mRNA-1	<i>KCNKA7A_1</i>	✓	✓	✓	✓
3	maker-ptg0004421-snap-gene-12.8-mRNA-1	<i>GRIA3</i>	✓	✓	✓	✓
3	snip_masked-ptg0003351-processed-gene-24.16-mRNA-1	<i>DLGAP2</i>	✓	✓	✓	✓
2	maker-ptg0003221-augustus-gene-12.39-mRNA-1	<i>RG54</i>	✓	✓	✓	✓
3	maker-ptg0001501-augustus-gene-9.7-mRNA-1	<i>PCDH11</i>	✓	✓	✓	✓
2	maker-ptg0008081-snap-gene-2.21-mRNA-1	<i>PABPC4</i>	✓	✓	✓	✓
2	maker-ptg0007341-augustus-gene-4.95-mRNA-1	<i>MYO5C</i>	✓	✓	✓	✓
2	maker-ptg0001351-augustus-gene-44.3-mRNA-1	<i>MST1R</i>	✓	✓	✓	✓
3	snip_masked-ptg0002531-processed-gene-17.8-mRNA-1	<i>LSR</i>	✓	✓	✓	✓
6	maker-ptg0015361-augustus-gene-14.44-mRNA-1	<i>GPR39</i>	✓	✓	✓	✓
3	maker-ptg0008171-augustus-gene-4.158-mRNA-1	<i>EGFLAM</i>	✓	✓	✓	✓
3	maker-ptg0009221-augustus-gene-6.4-mRNA-1	<i>DACHD</i>	✓	✓	✓	✓
6	maker-ptg0007741-snap-gene-4.87-mRNA-1	<i>CUX1/1BORF21</i>	✓	✓	✓	✓
3	maker-ptg0021311-augustus-gene-1.56-mRNA-1	<i>CLDN7</i>	✓	✓	✓	✓
3	maker-ptg0004571-snap-gene-3.42-mRNA-1	<i>ADGRA1</i>	✓	✓	✓	✓
3	maker-ptg0005851-augustus-gene-3.81-mRNA-1	<i>ADGRA1</i>	✓	✓	✓	✓
2	snip_masked-ptg0014271-processed-gene-12.9-mRNA-1	<i>ADRA2B</i>	✓	✓	✓	✓
3	maker-ptg0018801-snap-gene-1.121-mRNA-1	<i>CYR61</i>	✓	✓	✓	✓
3	maker-ptg0010581-augustus-gene-1.50-mRNA-1	<i>RYBP</i>	✓	✓	✓	✓
3	maker-ptg0000511-snap-gene-29.10-mRNA-1	<i>MIPOL1</i>	✓	✓	✓	✓
3	maker-ptg0007411-snap-gene-3.34-mRNA-1	<i>CPT2</i>	✓	✓	✓	✓
2	maker-ptg0017371-snap-gene-0.24-mRNA-1	<i>CLDN11</i>	✓	✓	✓	✓
3	snip_masked-ptg0000091-processed-gene-3.14-mRNA-1	<i>PCDH15</i>	✓	✓	✓	✓
3	maker-ptg0006971-snap-gene-6.107-mRNA-1	<i>KCNQ5A</i>	✓	✓	✓	✓
3	maker-ptg0010631-augustus-gene-1.73-mRNA-1	<i>DNAL1</i>	✓	✓	✓	✓
3	maker-ptg0003461-augustus-gene-0.0-mRNA-1	<i>DIPK1B</i>	✓	✓	✓	✓
3	maker-ptg0000281-snap-gene-75.37-mRNA-1	<i>BRSK2</i>	✓	✓	✓	✓
3	snip_masked-ptg0003351-processed-gene-29.9-mRNA-1	<i>SOX11</i>	✓	✓	✓	✓
6	snip_masked-ptg0001481-processed-gene-9.21-mRNA-1	<i>SLC24A2</i>	✓	✓	✓	✓
2	maker-ptg0013111-augustus-gene-8.37-mRNA-1	<i>HMGCS4</i>	✓	✓	✓	✓
3	maker-ptg0008711-augustus-gene-4.6-mRNA-1	<i>CSMD3</i>	✓	✓	✓	✓
3	maker-ptg0006321-snap-gene-6.93-mRNA-1	<i>B3GLCT</i>	✓	✓	✓	✓
3	maker-ptg0011571-snap-gene-8.38-mRNA-1	<i>MYO5B</i>	✓	✓	✓	✓
3	maker-ptg0000271-snap-gene-33.3-mRNA-1	<i>ZFYVE28</i>	✓	✓	✓	✓
3	maker-ptg0000511-snap-gene-70.13-mRNA-1	<i>WDRH1</i>	✓	✓	✓	✓
2	maker-ptg0014061-augustus-gene-3.66-mRNA-1	<i>VITIA</i>	✓	✓	✓	✓
3	maker-ptg0006091-snap-gene-6.25-mRNA-1	<i>VKORC1</i>	✓	✓	✓	✓
3	maker-ptg0000011-augustus-gene-2.53-mRNA-1	<i>USP44</i>	✓	✓	✓	✓
2	maker-ptg0003601-snap-gene-0.29-mRNA-1	<i>TUBB8</i>	✓	✓	✓	✓
2	maker-ptg0009041-augustus-gene-5.247-mRNA-1	<i>TMEM233</i>	✓	✓	✓	✓
3	maker-ptg0003381-snap-gene-6.187-mRNA-1	<i>TIMELESS</i>	✓	✓	✓	✓
3	snip_masked-ptg0000401-processed-gene-15.18-mRNA-1	<i>SYEP1</i>	✓	✓	✓	✓
3	maker-ptg0006881-snap-gene-4.52-mRNA-1	<i>SNAP3</i>	✓	✓	✓	✓
3	maker-ptg0003471-augustus-gene-12.33-mRNA-1	<i>SH3BP5</i>	✓	✓	✓	✓
3	maker-ptg0026491-augustus-gene-0.4-mRNA-1	<i>SETD5</i>	✓	✓	✓	✓
6	maker-ptg0011561-snap-gene-6.104-mRNA-1	<i>SORBP1</i>	✓	✓	✓	✓
3	maker-ptg0000571-snap-gene-47.101-mRNA-1	<i>RNF11</i>	✓	✓	✓	✓
6	maker-ptg0002401-augustus-gene-2.23-mRNA-1	<i>RND3A</i>	✓	✓	✓	✓
3	maker-ptg0003141-snap-gene-8.31-mRNA-1	<i>PTPRD</i>	✓	✓	✓	✓
3	maker-ptg0012201-snap-gene-3.79-mRNA-1	<i>PDE6A</i>	✓	✓	✓	✓
3	maker-ptg0016231-augustus-gene-5.37-mRNA-1	<i>OLFCL1</i>	✓	✓	✓	✓
3	maker-ptg0003381-augustus-gene-6.58-mRNA-1	<i>NRA1</i>	✓	✓	✓	✓
3	snip_masked-ptg0000281-processed-gene-96.4-mRNA-1	<i>NOG2</i>	✓	✓	✓	✓
3	maker-ptg0003351-snap-gene-39.28-mRNA-1	<i>NKX2.2A</i>	✓	✓	✓	✓
3	maker-ptg0002351-snap-gene-8.11-mRNA-1	<i>NALCN</i>	✓	✓	✓	✓
3	snip_masked-ptg0008691-processed-gene-8.10-mRNA-1	<i>MYOCD</i>	✓	✓	✓	✓
2	maker-ptg0001841-snap-gene-6.2-mRNA-1	<i>MYXA5</i>	✓	✓	✓	✓
2	maker-ptg0023101-snap-gene-0.35-mRNA-1	<i>MICAL2B</i>	✓	✓	✓	✓
2	maker-ptg0001381-augustus-gene-3.94-mRNA-1	<i>MGP</i>	✓	✓	✓	✓
3	maker-ptg0005921-snap-gene-1.62-mRNA-1	<i>METTL24</i>	✓	✓	✓	✓
3	maker-ptg0007991-snap-gene-14.13-mRNA-1	<i>MEF2D</i>	✓	✓	✓	✓
3	maker-ptg0017541-snap-gene-0.0-mRNA-1	<i>MACF1</i>	✓	✓	✓	✓
2	maker-ptg0013991-snap-gene-0.80-mRNA-1	<i>LPL</i>	✓	✓	✓	✓
6	maker-ptg0003351-augustus-gene-16.38-mRNA-1	<i>LAPTM4A</i>	✓	✓	✓	✓
3	maker-ptg0014581-est_gff_est2genome-gene-14.5-mRNA-1	<i>KIAA1257</i>	✓	✓	✓	✓
6	snip_masked-ptg0012261-processed-gene-1.9-mRNA-1	<i>HSPT70</i>	✓	✓	✓	✓
3	maker-ptg0019381-augustus-gene-0.25-mRNA-1	<i>HPGD</i>	✓	✓	✓	✓
2	maker-ptg0022971-snap-gene-0.45-mRNA-1	<i>GSN</i>	✓	✓	✓	✓
3	maker-ptg0016011-snap-gene-2.66-mRNA-1	<i>GRAMD2A</i>	✓	✓	✓	✓
3	maker-ptg0026231-snap-gene-3.102-mRNA-1	<i>FRMPD1</i>	✓	✓	✓	✓
3	maker-ptg0001871-augustus-gene-12.53-mRNA-1	<i>KRBP6</i>	✓	✓	✓	✓
3	maker-ptg0022651-snap-gene-1.34-mRNA-1	<i>ELM6</i>	✓	✓	✓	✓
3	maker-ptg0000511-augustus-gene-36.18-mRNA-1	<i>EGLN3</i>	✓	✓	✓	✓
6	maker-ptg0014271-augustus-gene-28.3-mRNA-1	<i>DOK2</i>	✓	✓	✓	✓
2	snip_masked-ptg0003671-processed-gene-5.230-mRNA-1	<i>DOCK9</i>	✓	✓	✓	✓
2	maker-ptg0004241-snap-gene-7.8-mRNA-1	<i>DDX27</i>	✓	✓	✓	✓
3	maker-ptg0001361-snap-gene-4.37-mRNA-1	<i>COL4A6</i>	✓	✓	✓	✓
3	maker-ptg0003351-snap-gene-47.22-mRNA-1	<i>CNKSR3</i>	✓	✓	✓	✓
6	maker-ptg0001601-snap-gene-11.44-mRNA-1	<i>CHRD</i>	✓	✓	✓	✓
3	maker-ptg0013151-snap-gene-0.23-mRNA-1	<i>CADM1</i>	✓	✓	✓	✓
3	maker-ptg0009941-snap-gene-2.19-mRNA-1	<i>CACNA2D1</i>	✓	✓	✓	✓
3	snip_masked-ptg0008681-processed-gene-3.177-mRNA-1	<i>CACHD1</i>	✓	✓	✓	✓
3	maker-ptg0016031-snap-gene-0.37-mRNA-1	<i>C2CD2L</i>	✓	✓	✓	✓
3	snip_masked-ptg0000681-processed-gene-18.12-mRNA-1	<i>BHLHE40</i>	✓	✓	✓	✓
6	maker-ptg0004421-augustus-gene-28.32-mRNA-1	<i>ATP13A2</i>	✓	✓	✓	✓
3	maker-ptg0003071-snap-gene-1.114-mRNA-1	<i>ASPG</i>	✓	✓	✓	✓
2	maker-ptg0007861-snap-gene-1.61-mRNA-1	<i>ARPP21</i>	✓	✓	✓	✓
3	maker-ptg0011881-snap-gene-7.46-mRNA-1	<i>ARHGAP27</i>	✓	✓	✓	✓
2	maker-ptg0003161-augustus-gene-4.73-mRNA-1	<i>ADSS</i>	✓	✓	✓	✓
3	maker-ptg0000851-snap-gene-8.23-mRNA-1	<i>ABHD6</i>	✓	✓	✓	✓
6	snip_masked-ptg0000681-processed-gene-5.15-mRNA-1	<i>CHST8</i>	✓	✓	✓	✓
3	maker-ptg0016191-augustus-gene-1.271-mRNA-1	<i>LCP1</i>	✓	✓	✓	✓
2	maker-ptg0003931-snap-gene-11.3-mRNA-1	<i>DBN1</i>	✓	✓	✓	✓
3	maker-ptg0015311-augustus-gene-0.35-mRNA-1	<i>TRIM39</i>	✓	✓	✓	✓
3	snip_masked-ptg0000941-processed-gene-0.1-mRNA-1	<i>POU4F3</i>	✓	✓	✓	✓
3	maker-ptg0005901-est_gff_est2genome-gene-1.0-mRNA-1	<i>PCBD3</i>	✓	✓	✓	✓
2	maker-ptg0003611-snap-gene-38.44-mRNA-1	<i>EPBA1</i>	✓	✓	✓	✓
6	maker-ptg0005291-snap-gene-2.33-mRNA-1	<i>MCF2</i>	✓	✓	✓	✓
3	maker-ptg0003321-snap-gene-16.114-mRNA-1	<i>RP58A3</i>	✓	✓	✓	✓
3	maker-ptg0009041-snap-gene-5.150-mRNA-1	<i>MSI1</i>	✓	✓	✓	✓
2	maker-ptg0004651-snap-gene-5.82-mRNA-1	<i>SLFN13</i>	✓	✓	✓	✓
3	maker-ptg0002531-snap-gene-62.60-mRNA-1	<i>SIGLEC1</i>	✓	✓	✓	✓
3	maker-ptg0022391-snap-gene-7.21-mRNA-1	<i>SIK1</i>	✓	✓	✓	✓
3	maker-ptg0004381-est_gff_est2genome-gene-1.7-mRNA-1	<i>SLAMP9</i>	✓	✓	✓	✓
3	snip_masked-ptg0023301-processed-gene-0.23-mRNA-1	<i>SMAD3</i>	✓	✓	✓	✓
3	maker-ptg0015741-snap-gene-0.12-mRNA-1	<i>SLC8A1</i>	✓	✓	✓	✓
3	maker-ptg0000901-augustus-gene-0.0-mRNA-1	<i>TENM2</i>	✓	✓	✓	✓
						inward rectifier potassium channel 2
						copine-7
						calcium-dependent secretion activator 1
						SHC adaptor protein 4
						dachshund homolog 1
						tyrosinase related protein 1
						cytosolic phospholipase A2
						poly(ADP-ribose) polymerase 7
						fatty acid desaturase 6
						elongator acetyltransferase complex subunit 3
						NADPH thyroid oxidase 1
						A disintegrin and metalloproteinase with thrombospondin motifs 15
						potassium voltage-gated channel subfamily A member 7
						glutamate receptor 3
						disks large-associated protein 2
						regulator of G-protein signaling 4
						protocadherin-11 X-linked
						poly
						myosin VC
						macrophage stimulating 1 receptor
						lipolysis-stimulated lipoprotein receptor
						G protein-coupled receptor 39
						pikachurin
						dachshund homolog 1
						chromosome unknown C18orf21 homolog
						claudin-7
						adhesion G protein-coupled receptor A1
						adhesion G protein-coupled receptor A1
						alpha-2B adrenergic receptor
						protein CYR61
						RING1 and YY1-binding protein B
						mirror-image polydactyly 1
						carbamate O-palmitoyltransferase 2, mitochondrial
						claudin-11
						protocadherin related 15
						potassium voltage-gated channel subfamily Q member 5
						dynein axonemal light intermediate chain 1
						protein FAM69B
						serine/threonine-protein kinase BRSK2
						transcription factor Sox-11
						solute carrier family 24 member 2
						high mobility group protein B3
						CUB and Sushi multiple domains 3
						beta-1,3-glucosyltransferase
						unconventional myosin-Vb
						zinc finger FYVE-type containing 28
						WD repeat and HMG-box DNA binding protein 1
						vesicle transport through interaction with t-SNAREs 1A
						vitamin K epoxide reductase complex subunit 1
						ubiquitin specific peptidase 44
						tubulin beta chain
						transmembrane protein 233
						timeless circadian regulator
						sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1
						snail family transcriptional repressor 3
						SH3 domain binding protein 5
						SET domain containing 5
						short chain dehydrogenase/reductase family 39U member 1
						ring finger protein 11
						rho-related GTP-binding protein RhoE
						receptor-type tyrosine-protein phosphatase delta
						phosphodiesterase 6A
						extracellular calcium-sensing receptor
						nuclear receptor subfamily 4 group A member 1
						noggin-2
						homeobox protein Nkx-2.2a

Supplementary Table 3. Genes with fixed alleles in hybrids that showed *com* expression proportion change over 0.1 between juveniles and adults. FC indicates Fold change in the pairwise comparison among pure bred species and hybrids, nd indicates fold change $\leq [0.1]$.

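Supplementary Table 3 pairs, for each of its 39 genes, the share of *com* alleles among the hybrid's transcripts with the log2 fold change of each parental species against the hybrid. *SCN4AA* (maker-ptg001188l-snap-gene-6.0), the voltage-gated sodium channel of the electric organ, had 3284 ± 981 CPM (SD, n = 5 fish) in juvenile *com*, 2790 ± 178 (SD, n = 5) in juvenile hybrids and 990 ± 95.6 (SD, n = 5) in juvenile *rhy*. It was lower in *rhy* than in *com* by -1.73 (SE 0.16, adjusted p = 6.08e-07) and than in the hybrids by -1.49 (SE 0.16, adjusted p = 1.01e-05), and *com* against hybrids did not pass (0.24, adjusted p = 0.308). *SCARF1* (maker-ptg001248l-augustus-gene-3.147), a scavenger receptor, had 40.0 ± 27.6 CPM (SD, n = 5) in *com*, 39.3 ± 3.84 (SD, n = 5) in the hybrids and 17.3 ± 1.87 (SD, n = 5) in *rhy*, with log2 fold changes of -1.22 for *rhy* against *com* (SE 0.31, adjusted p = 0.00479) and -1.19 for *rhy* against hybrids (SE 0.31, adjusted p = 0.00974). *C10orf71* (maker-ptg001309l-est_gff_est2genome-gene-5.122) had 341 ± 86.4 CPM (SD, n = 5) in *com*, 416 ± 40.3 (SD, n = 5) in the hybrids and 114 ± 26.7 (SD, n = 5) in *rhy*, and was lower in *rhy* than in the hybrids by -1.86 (SE 0.18, adjusted p = 4.31e-06). The tests are edgeR's quasi-likelihood tests with Benjamini-Hochberg adjustment. For *SCN4AA* the fish com104 stood apart at 4975 CPM against 2623 to 3301 in the other *com* fish. Without com104, *SCARF1* was lower in *rhy* than in *com* by -0.72, inside the fold limit. The allelic proportions in the table come from the authors' own counts of allelic depth, which were not analysed here.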

ID	Gene	In group<br>2, 3 or 6?	Blast	<i>com</i> proportion of juvenile					<i>com</i> proportion of adult					Log2FC of pairwise<br>comparison in juvenile		Log2FC of pairwise<br>comparison in adult		average <i>com</i><br>proportion of<br>juveniles	average <i>com</i><br>proportion of<br>adults	<i>com</i><br>proportion<br>change
				J1	J2	J3	J4	J5	A1	A2	A3	A4	A5	<i>com</i> vs hybrid	<i>rhv</i> vs hybrid	<i>com</i> vs hybrid	<i>rhv</i> vs hybrid			
maker-ptg0000511-snap-gene-130.10-mRNA-1	<i>TULP4</i>		tubby-related protein 4	0.64	0.58	0.49	0.63	0.66	0.39	0.59	0.66	0.28	0.52	n.d.	n.d.	n.d.	n.d.	0.60	0.49	-0.11
maker-ptg0000571-augustus-gene-21.17-mRNA-1	<i>KLHL30</i>		kelch like family member 30	0.70	0.65	0.70	0.68	0.35	0.60	0.45	0.50	0.39	0.50	n.d.	n.d.	n.d.	n.d.	0.61	0.49	-0.13
maker-ptg0000571-snap-gene-35.19-mRNA-1	<i>NCL</i>		nucleolin	0.44	0.55	0.45	0.46	0.48	0.44	0.18	0.55	0.49	0.20	n.d.	n.d.	n.d.	n.d.	0.48	0.37	-0.11
maker-ptg0000591-snap-gene-7.59-mRNA-1	<i>TMOD4</i>		tropomodulin 4	0.57	0.55	0.60	0.56	0.60	0.40	0.50	0.52	0.53	0.46	n.d.	n.d.	n.d.	n.d.	0.58	0.48	-0.10
maker-ptg0000851-snap-gene-5.130-mRNA-1	<i>DUSP7</i>		dual specificity phosphatase 7	0.35	0.38	0.29	0.17	0.36	0.40	0.34	0.33	0.59	0.54	n.d.	n.d.	n.d.	n.d.	0.31	0.44	0.13
maker-ptg0001131-augustus-gene-2.31-mRNA-1	<i>OGT</i>		O-linked N-acetylglucosamine (GlcNAc) transferase	0.49	0.44	0.60	0.69	0.59	0.47	0.36	0.46	0.48	0.45	n.d.	n.d.	n.d.	n.d.	0.56	0.44	-0.12
maker-ptg0001201-snap-gene-2.54-mRNA-1	<i>SINGR3</i>		synaptogyrin-3	0.82	0.77	0.82	0.88	0.95	0.61	0.63	0.55	0.61	0.62	**-3.41**	**1.45**	**-1.27**	n.d.	0.85	0.60	-0.25
maker-ptg0001351-snap-gene-36.1-mRNA-1	<i>FGD5</i>		FYVE, RhoGEF and PH domain containing 5	0.59	0.59	0.51	0.58	0.66	0.36	0.55	0.62	0.38	0.55	n.d.	n.d.	n.d.	n.d.	0.59	0.49	-0.10
maker-ptg0001731-snap-gene-11.29-mRNA-1	<i>PKD1</i>		polycystin 1, transient receptor potential channel interacting	0.38	0.41	0.42	0.40	0.59	0.65	0.51	0.58	0.56	0.46	n.d.	n.d.	n.d.	n.d.	0.44	0.55	0.11
maker-ptg0001731-snap-gene-4.15-mRNA-1	<i>DNM2</i>		dynammin-2	0.38	0.40	0.23	0.48	0.41	0.70	0.42	0.34	0.38	0.56	n.d.	n.d.	n.d.	n.d.	0.38	0.48	0.10
maker-ptg0002651-est_gff_est2genome-gene-6.33-mRNA-1	<i>KCNJ2</i>	2	inward rectifier potassium channel 2	0.31	0.23	0.35	0.20	0.40	0.27	0.22	0.20	0.14	0.17	n.d.	**2.40**	**-2.24**	**1.80**	0.30	0.20	-0.10
maker-ptg0003121-snap-gene-7.122-mRNA-1	<i>PLEKHA8</i>		pleckstrin homology domain containing A8	0.27	0.34	0.36	0.46	0.58	0.40	0.61	0.49	0.58	0.61	n.d.	n.d.	n.d.	n.d.	0.40	0.54	0.14
maker-ptg0003321-augustus-gene-12.62-mRNA-1	<i>NLRP12</i>		NACHT, LRR and PYD domains-containing protein 12	0.67	0.77	0.64	0.56	0.53	0.42	0.55	0.37	0.29	0.54	n.d.	n.d.	n.d.	n.d.	0.63	0.43	-0.20
maker-ptg0003351-snap-gene-4.111-mRNA-1	<i>KIF13B</i>		kinesin family member 13B	0.76	0.62	0.70	0.59	0.57	0.68	0.82	0.76	0.73	0.79	n.d.	n.d.	n.d.	n.d.	0.65	0.76	0.11
maker-ptg0003991-augustus-gene-13.63-mRNA-1	<i>HIP1</i>	3	huntingtin-interacting protein 1-related protein	0.65	0.54	0.70	0.67	0.67	0.47	0.52	0.50	0.45	0.61	n.d.	n.d.	n.d.	n.d.	0.64	0.51	-0.13
maker-ptg0004251-snap-gene-5.182-mRNA-1	<i>B4GALNT1</i>		beta-1,4-N-acetyl-galactosaminyltransferase 1	0.51	0.54	0.52	0.61	0.60	0.42	0.37	0.42	0.53	0.51	n.d.	n.d.	n.d.	n.d.	0.56	0.45	-0.11
maker-ptg0004391-augustus-gene-0.53-mRNA-1	<i>CD34</i>		hematopoietic progenitor cell antigen CD34	0.72	0.75	0.86	0.81	0.57	0.37	0.47	0.82	0.62	0.62	**-1.25**	**2.50**	**-2.16**	n.d.	0.74	0.58	-0.16
maker-ptg0004571-augustus-gene-26.21-mRNA-1	<i>STK10</i>		serine/threonine-protein kinase 10	0.53	0.64	0.59	0.58	0.53	0.59	0.62	0.43	0.30	0.33	n.d.	n.d.	n.d.	n.d.	0.57	0.45	-0.12
maker-ptg0004571-augustus-gene-7.28-mRNA-1	<i>HIF1AN</i>		hypoxia inducible factor 1 alpha subunit inhibitor	0.36	0.32	0.56	0.56	0.58	0.64	0.46	0.41	0.74	0.68	n.d.	n.d.	n.d.	n.d.	0.47	0.59	0.11
maker-ptg0004651-augustus-gene-17.6-mRNA-1	<i>PACSIN3</i>		protein kinase C and casein kinase substrate in neurons 3	0.64	0.56	0.38	0.37	0.54	0.28	0.28	0.56	0.50	0.24	n.d.	n.d.	n.d.	n.d.	0.50	0.37	-0.12
maker-ptg0004691-snap-gene-7.90-mRNA-1	<i>PABPC3</i>		immune-associated nucleotide-binding protein 3	0.53	0.62	0.52	0.60	0.49	0.53	0.46	0.41	0.44	0.38	n.d.	n.d.	n.d.	n.d.	0.55	0.45	-0.11
maker-ptg0005441-snap-gene-0.7-mRNA-1	<i>OSBPL1A</i>		oxysterol-binding protein-related protein 1	0.24	0.40	0.58	0.39	0.20	0.18	0.19	0.42	0.20	0.23	**1.41**	n.d.	n.d.	**-2.78**	0.36	0.25	-0.12
maker-ptg0005681-snap-gene-0.7-mRNA-1	<i>CHMP1B</i>		PREDICTED: Megalops cyprinoides charged multivesicular body protein 1b	0.45	0.35	0.42	0.43	0.49	0.63	0.69	0.42	0.64	0.44	n.d.	n.d.	n.d.	n.d.	0.43	0.56	0.14
maker-ptg0005981-snap-gene-3.38-mRNA-1	<i>ANKRD11</i>		ankyrin repeat domain 11	0.42	0.45	0.39	0.38	0.46	0.54	0.52	0.46	0.72	0.47	n.d.	n.d.	n.d.	n.d.	0.42	0.54	0.12
maker-ptg0006001-snap-gene-6.29-mRNA-1	<i>RNF25</i>		ring finger protein 25	0.76	0.50	0.34	0.63	0.66	0.60	0.42	0.54	0.28	0.35	n.d.	n.d.	n.d.	n.d.	0.58	0.44	-0.14
maker-ptg0007021-augustus-gene-2.13-mRNA-1	<i>CCDC43</i>		coiled-coil domain containing 43	0.60	0.43	0.53	0.57	0.50	0.44	0.30	0.55	0.31	0.41	n.d.	n.d.	n.d.	**-1.30**	0.53	0.40	-0.12
maker-ptg0007711-snap-gene-5.64-mRNA-1	<i>RANBP2</i>		E3 SUMO-protein ligase RanBP2	0.60	0.41	0.69	0.60	0.63	0.39	0.59	0.29	0.35	0.60	n.d.	n.d.	n.d.	n.d.	0.59	0.44	-0.14
maker-ptg0008691-snap-gene-17.3-mRNA-1	<i>SPAG9</i>		sperm associated antigen 9	0.36	0.40	0.45	0.48	0.43	0.47	0.43	0.64	0.51	0.57	n.d.	n.d.	n.d.	n.d.	0.42	0.53	0.11
maker-ptg0008811-augustus-gene-0.121-mRNA-1	<i>FILIP1</i>		filamin-A-interacting protein 1	0.54	0.55	0.39	0.58	0.55	0.39	0.39	0.39	0.40	0.55	n.d.	n.d.	n.d.	n.d.	0.52	0.42	-0.10
maker-ptg0009081-augustus-gene-0.6-mRNA-1	<i>SIGMAR1</i>		sigma non-optoid intracellular receptor 1	0.59	0.67	0.34	0.61	0.33	0.70	0.59	0.62	0.56	0.61	n.d.	n.d.	n.d.	n.d.	0.51	0.58	0.11
maker-ptg0011561-snap-gene-19.88-mRNA-1	<i>RANBP9</i>		RAN binding protein 9	0.62	0.52	0.49	0.53	0.45	0.46	0.52	0.33	0.37	0.28	n.d.	n.d.	n.d.	n.d.	0.52	0.39	-0.13
maker-ptg0011881-snap-gene-6.0-mRNA-1	<i>SCN4AA</i>		sodium channel protein type 4 subunit alpha A	0.48	0.54	0.60	0.56	0.59	0.68	0.68	0.61	0.64	0.71	n.d.	**-1.51**	**1.38**	n.d.	0.55	0.67	0.11
maker-ptg0012481-augustus-gene-3.147-mRNA-1	<i>SCARF1</i>		scavenger receptor class F member 1	0.75	0.48	0.68	0.61	0.72	0.57	0.48	0.71	0.56	0.44	n.d.	**-1.20**	n.d.	n.d.	0.65	0.55	-0.10
maker-ptg0013091-est_gff_est2genome-gene-5.122-mRNA-1	<i>CUNHI00RF71</i>		chromosome unknown C10orf71 homolog	0.49	0.59	0.56	0.43	0.45	0.43	0.51	0.26	0.43	0.35	n.d.	**-1.88**	n.d.	n.d.	0.52	0.39	-0.11
maker-ptg0018941-augustus-gene-1.273-mRNA-1	<i>HEPH1</i>		pannexin 1	0.35	0.66	0.45	0.43	0.55	0.61	0.71	0.67	0.53	0.47	n.d.	**1.26**	n.d.	n.d.	0.49	0.60	0.11
maker-ptg0019541-snap-gene-1.51-mRNA-1	<i>TTC1</i>		tetratricopeptide repeat domain 1	0.40	0.49	0.51	0.34	0.38	0.53	0.67	0.72	0.68	0.44	n.d.	n.d.	n.d.	n.d.	0.42	0.61	0.18
maker-ptg0021261-augustus-gene-12.96-mRNA-1	<i>SRP68</i>		signal recognition particle 68	0.56	0.58	0.41	0.50	0.66	0.67	0.74	0.68	0.44	0.76	n.d.	n.d.	n.d.	n.d.	0.54	0.66	0.12
snap_masked-ptg0002071-processed-gene-2.200-mRNA-1	<i>CYFIP1</i>		cytoplasmic FMR1 interacting protein 1	0.55	0.36	0.40	0.39	0.48	0.64	0.47	0.64	0.46	0.50	n.d.	n.d.	n.d.	n.d.	0.44	0.54	0.11
snap_masked-ptg0022341-processed-gene-0.17-mRNA-1	<i>PPP1R3A</i>	3	protein phosphatase 1 regulatory subunit 3A	0.48	0.54	0.54	0.59	0.57	0.36	0.54	0.43	0.33	0.39	n.d.	n.d.	n.d.	**-1.51**	0.54	0.41	-0.13

# Supplementary material for: Gene and allele-specific expression during electric organ ontogeny in African weakly electric fish (Campylomormyrus)
**Source:** Commun Biol. 2026 Jan 10;9:227. doi: 10.1038/s42003-025-09503-9
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis Our data analysis included softwares Trimmomatic v0.39, FastQC v0.11.9, RSEM v1.3.3, R/Bioconductor, DESeq2, STAR v2.7.7+WASP, SAMtools v1.15, BCFtools v1.9.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequence data have been deposited at NCBI Gene Expression Omnibus under accession GSE240784.

Research involving human participants, their data, or biological material

Policy information about studies with human participants or human data. See also policy information about sex, gender (identity/presentation), and sexual orientation and race, ethnicity and racism.

Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.
Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)
Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

We compared the electric organs' gene and allele-specific expression between juvenile and adult life stages on two purebred species and their cross species hybrids.

Research sample

Campylomormyrus is one type of African weakly electric fish that can produce electric signal for localization and communication. This group of fish possess species-specific electric signal diverged in shape and duration, and alter during their ontogeny as well. We chose two purebred species *C. compressirostris* and *C. rhynchophorus*, which exhibit short and elongated electric signal respectively, and their cross species hybrids. All samples were born and raised at University of Potsdam. We used those species/hybrids at juvenile (around 7cm length) and adult life stages to investigate their electric signal development during ontogeny.

Sampling strategy

We chose the adult fish with stable and adult electric signal, and juvenile fish around 7cm length.

Data collection

Feng Cheng dissected their electric organ, isolated clean RNA and send for sequencing at Novogene.

Timing and spatial scale

Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken

Data exclusions

No data were excluded from the analysis.

Reproducibility

Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.

Randomization

We chose the fish from the tank with similar size, regardless of their sex.

Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why

Blinding

blinding was not relevant to your study.

Did the study involve field work?

☐ Yes☒ No

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☐ Antibodies
☐	☐ Eukaryotic cell lines
☐	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☐ Clinical data
☐	☐ Dual use research of concern
☐	☐ Plants

Methods

n/a	Involved in the study
☐	☐ ChIP-seq
☐	☐ Flow cytometry
☐	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Describe all antibodies used in the study; as applicable, provide supplier name, catalog number, clone name, and lot number.

Validation

Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.

Authentication

Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.

Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

Palaeontology and Archaeology

Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.

Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Campylomorymus compressirostris, Campylomorymus rhynchophorus, cross species hybrid
Wild animals	Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.
Reporting on sex	both female and male
Field-collected samples	For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.
Ethics oversight	Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.
Study protocol	Note where the full trial protocol can be accessed OR if not available, explain why.
Data collection	Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.
Outcomes	Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

How the deposited data were processed for this re-analysis (not part of the article)

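Gene expression was measured by RNA-seq in the electric organ of 15 juvenile fish, 5 *com*, 5 *rhy* and 5 F1 hybrids of a *com* male and a *rhy* female, with 1 library per fish and no pooling of replicates. Fish are named as in the labels (com104, rhy49, and comrhy59 for a hybrid). The adult libraries and the allelic depths of the study were not analysed here. The labels give all juveniles a length of 6 cm, and the paper gives 6 to 7 cm. The authors trimmed the reads with Trimmomatic (version 0.39), mapped them to the *C. compressirostris* genome and counted them per gene with RSEM. The deposited values analysed here are the expected counts that the authors obtained with RSEM from these trimmed and mapped reads, not normalized, for 34492 gene models per library. TPM and effective lengths by RSEM were used for alternatives only. The paper's text does not name the aligner that RSEM used.

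Expected counts were rounded to whole numbers. Of 27561 genes with any count, the 18489 with a count above 10 in at least 2 libraries were tested, the filter stated in the paper. Counts were scaled by TMM and fitted in edgeR (version 4.0.16, R version 4.3.3) with its quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested, at a common dispersion of 0.113. The pairwise contrasts and the contrast of the hybrids with the mean of both parents on the log2 scale come from 1 fit with a coefficient per group, and a call needs an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The test of EOD duration set 5 ms (*rhy*) against 0.4 ms (*com* and hybrids together), without a fold limit. A gene was called outside the range of both parents when both contrasts with the hybrid passed and both parents lay on the same side. Principal components were computed on log2 CPM with a prior count of 2, centred and not scaled. Permutation tests of scores were exact and two-sided, and those across genes used 100000 resamples. Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9) were used for summaries and plots.

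Library totals were lowest in *com* (8346577 counts) and highest in the hybrids (19259304 counts), and 19739 to 22336 genes had a count in a library. No 2 libraries of a group were copies of each other: their counts differed by 20.3 to 141 times the sampling noise (chi-square per degree of freedom). The fold against a group at 0 is given as a bound from a floor of 3 counts over the group, and against a group with 1 to 3 counts as a ratio with its 95% counting interval, which covers counting error only. The steps were tested on simulated data with 17986 genes, where 100 changed genes were scored for each size and comparison. Changes of 1.5 on the log2 scale between *rhy* and *com* were found for 73% of the changed genes and changes of 3 for 96%, with 3 false calls. In the same data the test of EOD duration found 52% and 82%, with 4 false calls. Between *rhy* and hybrids, the simulated calls were scored without the fold limit that the reported calls use. There, changes of 0.75 were found for 38% and changes of 1.5 for 79%, with 20 false calls. Against the mean of both parents, changes of 1.5 were found for 88% and changes of 3 for 100%, with 5 false calls. Outside the range of both parents, 200 genes were placed and 183 were called, without a check that these were the placed ones. The changed genes were drawn from genes with a mean count above 20, so recovery at lower counts was not tested. Far fewer genes were changed than were called in the real data, so the numbers of false calls do not carry over to the real lists.

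Comparisons, alternatives, functional groups and the rule for named genes were fixed before the data were examined. Named are the 7 genes of Table 1; the other genes named in the text; the genes of Supplementary Table 3 with a printed juvenile fold change; per contrast, the 8 genes with the largest change among those of Supplementary Tables 2 and 3 with a legible name that passed and whose groups did not overlap; at most 2 gene models without a name in each direction; and any gene with 1 fish apart from its group. Values in the paper's tables had been seen when the rule was set. Names of gene models come from these tables alone, whose identifiers carry character errors, and 5 of the 119 genes of Supplementary Table 2 could not be matched. The functional groups are ion channels and transporters, adhesion and extracellular matrix, cytoskeleton and motors, transcription regulators, signalling and vesicle release, and metabolism, each from genes in the paper's tables. No list of markers of other cell types was tested.

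Alternatives were DESeq2 (version 1.42.0), its size factors in edgeR, no filter, the filter of filterByExpr (17025 genes kept), an offset for effective length, a fit of only the groups compared, other fold limits, the unadjusted P that the paper's methods name, other settings of the PCA, TPM, and leaving out each library. Libraries thinned to 8346577 counts, a fit without the most abundant gene and a Wald test of the hybrids against the arithmetic mean of both parents on the same fit were added after seeing the data. No scaling moved the median log2 fold change of all genes beyond 0.1. The result for 1 named gene outside the range of both parents is not reported here.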

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

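The comparison of the numbers of genes at 0 as a sign of diverging reads, and all values from libraries thinned to 1 total, were chosen after the results were seen. Among 129 groups of 5 fish, each a named gene, a principal component or a measure of library composition in 1 group, 8, all of them genes, had a fish apart from the rest, meaning a gap to the nearest fish above 0.710 of the whole range. Chance marks about 1 in 20 groups of continuous, normally distributed values, which would be 6.45 of 129. This rate does not hold for genes near 0, where counts in 1 fish alone make the gap 1. The 8 groups can therefore not be weighed against 6.45. *KCNJ2* in *com* had a gap of 0.752 of the range, with fish com104 at 374 CPM, and without this fish its log2 fold change between *com* and hybrids was -1.37. *SCN4AA* in *com* had a gap of 0.712, also from fish com104, and *MYOCD* in *com* a gap of 0.797, from fish com121. *DUOX1* in the hybrids (comrhy61), *LCP1* in *rhy* (rhy52), *KIAA1257* in *rhy* (rhy51) and maker-ptg000085l-snap-gene-4.14 in *com* (com104) had counts in 1 fish and 0 in the others, so that the gap was 1. In the hybrids, maker-ptg000085l-snap-gene-4.14 had a gap of 0.773 from comrhy59.

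In the hybrids, 152 genes lay outside the range of both parental species, 110 above and 42 below (280 and 262 with no fold limit), a comparison that the paper does not report. Among them, *DACH1* (maker-ptg000922l-augustus-gene-6.4), a transcription regulator named after its values were seen, lay above, with log2 fold changes of -1.52 for *com* and -2.16 for *rhy* against the hybrids. A second gene model named *DACH1* (maker-ptg000922l-snap-gene-6.10) passed neither contrast (adjusted p = 0.0555 and 0.0916). Both contrasts share the hybrid libraries, which can make the lists overlap: independent lists would share 65.8 genes above and 36.4 below. Data simulated without any change gave 0 and 0, but they hold no real differences in either list, so they cannot show what shared libraries add. With comrhy59 and comrhy60 compared with *com* and the other 3 with *rhy*, 49 genes lay above and 21 below (45.6 and 20.9 for independent lists), and the reverse assignment gave 54 and 21 (39.7 and 20.2). Of these 4 counts, 54 is well above its 39.7 and the others are near, and no test of the excess was made, so the shared libraries stay open as a part of the overlap. Among 100 splits of all 15 fish, the real split was the only 1 with as many as 152 genes, and the highest other gave 19. This excludes chance only against fish that do not differ by group, and says nothing on the overlap of the 2 lists. Among 100 splits of *com* and hybrid fish alone, 1 other gave 188, more than the real 152; in it 8 fish carried the label of the other group.

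There were 17 genes at 0 in all *rhy* fish with at least 10 counts in every *com* fish, and 18 genes the other way round, none of them named in the paper's tables. The hybrids held a median of 0.247 of the level of *com* (95% bootstrap interval 0.0701 to 0.389) for the former and of 0.322 of the level of *rhy* (0.0964 to 0.567) for the latter. A level that follows the number of expressed alleles could give a ratio midway between 0 and 1, and the interval around 0.247 lies below that while the interval around 0.322 includes it. This explanation stays open because only 3 of the 17 genes have at least 50 counts in every *com* fish: the medians of single hybrid fish ran from 0.00458 (comrhy61) to 0.418 (comrhy62) for genes at 0 in *rhy*, and the ratio was 0.524 over those 3 genes. Reads of *rhy* lost on *com* gene models would give more genes at 0 in *rhy* than in *com*, and the ratio of the numbers was 0.944, but a test on numbers this small cannot tell, and library size stays open too, since at equal totals there were 19 genes at 0 in *rhy* and 13 in *com*, a ratio of 1.46.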

How the results depend on the processing

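Values from libraries thinned to equal depth, from a fit without the most abundant gene and against the arithmetic mean of both parents were chosen after the data were seen. No paired analysis was possible because the groups share no fish numbers. Counts of differing genes moved by less than 1.5 times, with the exceptions given here, under DESeq2 (7253 genes for EOD duration, 4372 for *rhy* and *com*, 1909 for *com* and hybrids, 2517 for *rhy* and hybrids, 1009 against the mean of both parents, 205 outside the range of both parents), its size factors in edgeR, other filters, length offsets, fewer groups, thinned libraries (6300, 4002, 1623, 2119, 786 and 168) and each library left out (5328 to 6702, 3975 to 4329, 1398 to 1728, 1881 to 2312, 572 to 888 and 115 to 198). DESeq2 called 6571 of the 6609 genes of EOD duration and 4135 of the 4223 genes between *rhy* and *com* in the same direction and none in the opposite one. The fold limit moved the counts by its construction: with it, EOD duration gave 2936 genes (1052 higher, 1884 lower), and with no fold limit there were 8403 for *rhy* and *com* (4160 and 4243), 4041 for *com* and hybrids (1985 and 2056), 5283 for *rhy* and hybrids (2563 and 2720), 2411 against the mean of both parents (1377 and 1034) and 542 outside the range of both parents (280 above and 262 below). Genes higher than the mean of both parents numbered 377 to 612 without 1 library (377 without comrhy60, 382 without comrhy62), and the cause was not tested. Against the arithmetic mean of both parents (Wald test), 728 genes differed, 247 higher and 481 lower, since that mean is the higher one by construction. For counts of listed genes the cause was not tested either. Only the 2 groups compared gave 1 ion channel and transporter gene lower in *com* versus hybrid, 1 cytoskeleton gene lower in *rhy* versus hybrid, and in *com* versus hybrid 2 transcription regulators higher, 2 lower and 2 signalling genes lower. DESeq2 gave 1 cytoskeleton gene higher in *rhy* versus hybrid and, in *com* versus hybrid, 2 transcription regulators higher, 2 lower and 2 signalling genes higher. No filter on low counts gave 1 adhesion gene lower in *com* versus hybrid, filterByExpr gave 2 transcription regulators lower and thinned libraries 2 higher in *com* versus hybrid. Without 1 library, genes of groups 2 and 6 lower for EOD duration numbered 0 to 2 (0 without rhy50, rhy52 or rhy53, 1 without com121, com123, com125, rhy49, rhy51, comrhy59 or comrhy60) and lower in *rhy* versus *com* 0 to 1 (0 without com104). In *rhy* versus *com*, cytoskeleton genes lower numbered 3 to 6 (3 without com104 or rhy50), transcription regulators higher 0 to 1 (1 without com123 or com124) and metabolism genes higher 0 to 1 (1 without com125 or rhy50). In *com* versus hybrid, ion channel and transporter genes lower numbered 1 to 3 (1 without com121, com125, comrhy61 or comrhy63), adhesion genes lower 0 to 1 (1 without com104, com123, comrhy59 or comrhy63), cytoskeleton genes lower 1 to 2 (2 without comrhy61), transcription regulators higher 1 to 2 (2 without com104 or rhy50) and lower 1 to 2 (2 without com121, rhy50, rhy53 or comrhy59), and signalling genes higher 1 to 2 (2 without com104 or comrhy59) and lower 2 to 4 (2 without com124 or comrhy63). In *rhy* versus hybrid, genes of Supplementary Table 3 higher numbered 3 to 5 (3 without rhy52 or comrhy62), and cytoskeleton genes higher numbered 0 to 1 (1 without comrhy59 or comrhy60) and lower 1 to 3 (1 without rhy51, rhy53 or comrhy61). The place of the hybrids on PC1 was 0.516 with the 500 genes of largest variance, 0.441 with genes scaled to unit variance and 0.434 to 0.513 without 1 library (0.434 without com124, 0.436 without com123, 0.513 without rhy52). With at least 50 counts in the expressing parent, 3 genes were at 0 in *rhy* (hybrid ratio 0.524) and 1 at 0 in *com* (0.572), by construction fewer. Without the 2 genes of Supplementary Table 3 farthest from the median share, r was 0.206. Signs turned only for changes that passed in no setting: *MIPOL1* between *rhy* and *com* (0.0080 with no filter, -0.20 to 0.20 without 1 library), *RYBP* between *rhy* and *com* (-0.14 to 0.37), *KCNQ5A* between *com* and hybrids (-0.28 to 0.14), *GSN* between *rhy* and hybrids (-0.23 to 0.21) and *SCARF1* between *com* and hybrids (-0.46 to 0.20, the former without com104). Of all settings for named genes, 1783 gave the same call, 20 turned the sign, 6 passed where the reported value did not and 3 no longer passed. Depth limits genes near 0, where *LCP1* and *KIAA1257* rest on 1 and 2 counts in *rhy*.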

Differences from the paper's values

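All 10 juvenile log2 fold changes printed in Supplementary Table 3 lie within the error of the values computed here. The counts of genes that follow EOD duration and the variance on PC1 in the paper include adult fish and were not set beside the juvenile values.

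The paper states that many genes of Supplementary Table 3 changed relative to the parents while the hybrids develop. In the juveniles, 1 of 39 was higher and 2 were lower in *com* than in the hybrids, and 5 were higher and 3 lower in *rhy*; without the fold limit these counts were 8 and 5 for *com* and 10 and 10 for *rhy*. Adults were not analysed here.

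The legend of Supplementary Table 3 reserves its mark for absent values to changes up to a small bound (0.1). Of 36 juvenile entries so marked between *com* and hybrids, 27 had a log2 fold change beyond 0.1 in either direction and 0 beyond 1, the farthest at 0.993 in size (0 beyond 1 also at an unadjusted p under 0.05 in edgeR and by DESeq2). Of 32 such entries between *rhy* and hybrids, 27 were beyond 0.1 and *NCL* was beyond 1, at 1.01. The paper's text places *KCNJ2* lower in *com* than in the hybrids in both life stages, while the table prints no juvenile value. The value here, -0.99 (adjusted p = 0.0129), has the direction of the text and lies inside the fold limit; it passes the limit without a filter on low counts (-1.01), without com104 (-1.37), without comrhy60 (-1.02) and without comrhy62 (-1.04).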

Other observations

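The tests of EOD duration and of library size as reasons for the place of the hybrids on PC1, the test against the arithmetic mean of both parents, and all values from thinned libraries, were chosen after the results were seen. Against the mean of both parents on the log2 scale, 591 genes were higher in juvenile hybrids and 248 were lower. *NR4A1*, a nuclear receptor, was higher by 2.92 on the log2 scale (SE 0.41, adjusted p = 0.000523), although its 1000 CPM in the hybrids lie below the arithmetic mean of *com* (2526) and *rhy* (6.93). *CYR61*, a secreted matrix protein, was higher by 1.68 (SE 0.46, adjusted p = 0.0271), and the potassium channel *KCNQ5A* by 1.48 (SE 0.26, adjusted p = 0.00212), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *CPT2* and *C10orf71* were higher by 1.05 and 1.07. Lower were *C18orf21* at -2.62 (SE 0.24, adjusted p = 1.62e-05), *SHC4* at -2.49 (SE 0.39, adjusted p = 0.00107), *CPNE7* at -1.84 and *TIMELESS* at -1.30.

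Genes of adhesion and extracellular matrix differed more often between *rhy* and hybrids (10 of 16 lower in *rhy*, *CLDN11* higher, 5 not passed) than between *com* and hybrids, where *PCDH11*, *PTPRD* and *COL4A6* were higher in *com* and 13 did not pass; the difference between these counts was not tested. Of 12 ion channel and transporter genes, *KCNA7A_1*, *GRIA3*, *KCNQ5A* and *SCN4AA* were lower in *rhy* than in the hybrids, *KCNJ2* and *SLC24A2* were higher, and 6 did not pass. Of 11 genes of metabolism, *CPT2*, *PLA2G4AB*, *FADS6* and *HPGD* were lower in *rhy* than in the hybrids and *ADSS* was higher. The study chose these genes on these samples together with adult ones, so the counts are not independent evidence.

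On PC1 the juvenile hybrids lay midway between *com* and *rhy*, at 0.474 of the distance. A place set by EOD duration would put them with *com*, and 0.474 is far outside the spread of the *com* fish (SD 0.0449), which argues against it. Library size is argued against by 0.470 in thinned libraries. An intermediate level of each gene stays open as a reason. The median place of the hybrids on a linear scale was 0.478 over the 4223 genes that differed between *rhy* and *com*. The quartiles of these places were 0.222 and 0.736, so many of the genes were not near midway. PC1 is computed from levels that include those of these genes, so this median is no separate test of the hypothesis. The 2 directions do not bear out the hypothesis alike. The median was 0.337 for genes higher in *rhy* and 0.591 for those lower in *rhy*, nearer to the parent with the lower level in both. On the log2 scale, which PC1 uses, these medians were 0.512 and 0.401.

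Among genes that departed from the mean of both parents, 70.4% were higher in the hybrids with the fold limit and 57.1% without it. Library size is argued against by 69.8% in thinned libraries, and a single hybrid fish by a lowest value of 65.9% when each was left out, although the number of higher genes fell to 377 without comrhy60 and to 382 without comrhy62. The log2 scale, on which the mean of 2 unequal levels is lower than their arithmetic mean, may be the reason that higher genes were the more numerous: against the arithmetic mean, in a Wald test on the same fit, 247 genes were higher and 481 lower (33.9% higher), where the same test against the log2 mean gave 439 and 245. That the share of higher genes would not rise was set in advance, since the arithmetic mean is never the lower one, and only the size of the fall was open. For single genes the scale stays open: of the 591 higher genes, 408 (69.0%) remained beyond the limit against the arithmetic mean and 426 had a 95% interval above it, but the 591 were picked for a high level in the same fish.

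Over the 39 genes of Supplementary Table 3, the hypothesis that *cis* differences set the difference between the parental species was tested by correlating the share of *com* in the parental level with the paper's *com* allele proportion in juvenile hybrids. Across genes, which are not independent replicates, Pearson's r was -0.201 (permutation test, two-sided, p = 0.223; 95% bootstrap interval -0.599 to 0.388) and Spearman's rho -0.0677 (p = 0.679). Without the 2 genes farthest from the median share, *SYNGR3* and *CD34*, r was 0.206 (permutation p = 0.221), so its sign rests on them. For these genes the *com* share of the parental level was 0.0331 and 0.0680. Their *com* allele proportions in the hybrids were 0.85 and 0.74, on the other side of 0.5. The paper chose the 39 genes for a change of this proportion with age. Over all 39 genes the bootstrap interval leaves the hypothesis open, and 20 of 38 genes lay on the same side in both measures.

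For the counts of all 5 contrasts, chance can be excluded only against fish that do not differ by group. In each contrast the real split was the only 1 of 100 drawn with as many genes. The splits do not tell what sets the groups apart, nor how many of the called genes are false calls. The real value and the highest other were 6609 and 14 for EOD duration, 4223 and 533 for *rhy* and *com*, 1678 and 271 for *com* and hybrids, 2235 and 11 for *rhy* and hybrids, and 839 and 490 for the mean of both parents.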
